# Revealing the Angiopathy of Lacrimal Gland Lesion in Type 2 Diabetes

**DOI:** 10.3389/fphys.2021.731234

**Published:** 2021-08-31

**Authors:** Junfa Xue, Bin Zhang, Shengqian Dou, Qingjun Zhou, Min Ding, Mingming Zhou, Huifeng Wang, Yanling Dong, Dongfang Li, Lixin Xie

**Keywords:** diabetes, lacrimal gland, vasculature, DEGs, hub gene

## Abstract

For a better understanding of diabetic angiopathy (DA), the potential biomarkers in lacrimal DA and its potential mechanism, we evaluated the morphological and hemodynamic alterations of lacrimal glands (LGs) in patients with type 2 diabetes and healthy counterparts by color Doppler flow imaging (CDFI). We further established a type 2 diabetic mice model and performed hematoxylin-eosin (HE) staining, immunofluorescence staining of CD31, RNA-sequencing analysis, and connectivity map (CMap) analysis. We found atrophy and ischemia in patients with type 2 diabetes and mice models. Furthermore, we identified 846 differentially expressed genes (DEGs) between type 2 diabetes mellitus (T2DM) and vehicle mice by RNA-seq. The gene ontology (GO) analysis indicated significant enrichment of immune system process, regulation of blood circulation, apoptotic, regulation of secretion, regulation of blood vessel diameter, and so on. The molecular complex detection (MCODE) showed 17 genes were involved in the most significant module, and 6/17 genes were involved in vascular disorders. CytoHubba revealed the top 10 hub genes of DEGs, and four hub genes (App, F5, Fgg, and Gas6) related to vascular regulation were identified repeatedly by MCODE and cytoHubba. GeneMANIA analysis demonstrated functions of the four hub genes above and their associated molecules were primarily related to the regulation of circulation and coagulation. CMap analysis found several small molecular compounds to reverse the altered DEGs, including disulfiram, bumetanide, genistein, and so on. Our outputs could empower the novel potential targets to treat lacrimal angiopathy, diabetes dry eye, and other diabetes-related diseases.

## Introduction

Type 2 diabetes mellitus (T2DM) and diabetic complications have been with high mortality and morbidity year by year and arouse great concern throughout the globe (Vujkovic et al., 2020). Dry eye (DE) syndrome, as one of the main diabetic complications on the ocular surface, is a common eye disease due to a reduction in the volume or quality of tears (Nakamachi et al., 2016) manifesting as increased tear evaporation, hyperosmolarity, and tear film instability, as well as vulnerability to infection, inflammation, sensory neuropathy, and damage of the ocular surface (Markoulli et al., 2018). Tear components are secreted mainly from the lacrimal gland (LG), which has a high risk of lesion and secretion deficiency in patients affected by diabetes (Jiao et al., 2020; Qu et al., 2021). The possible reason for the lacrimal lesion in diabetes may be angiopathy for the dense vasculature distributions in LG and the critical role of angiopathy in the pathogenesis ofs diabetes, diabetic retinopathy, and diabetic nephropathy (Gao et al., 2019).

Previous studies have revealed the LG atrophied and morphology change in type 1 diabetes (Jiao et al., 2020; Qu et al., 2021). There is growing evidence that AGE, AGER, and immune-related molecules (like NF-κB, interferons, and interleukin-27) are highly expressed in LGs of a diabetic animal model (Alves et al., 2005; Ciecko et al., 2019; Allred et al., 2021), which proves that these factors are involved in signaling and subsequent inflammatory alterations related to DE in diabetes. A study by our research groups has demonstrated that the mitochondrial bioenergetic deficit in diabetic LG may contribute to the early onset of DE, while mitochondria-targeted antioxidant has therapeutic potential for diabetic DE and keratopathy (Qu et al., 2021). However, type 2 diabetes accounts for 90–95% of all diabetes morbidity (Basterra-Gortari et al., 2019), the lacrimal lesion of which has not been fully elucidated. The microvascular complication of diabetes generated in retina, kidney, and nervous system (Knudsen et al., 2019) has not been clearly illustrated in the LG.

In the present study, we aim to investigate the morphology and blood flow status changes in LG of patients with type 2 diabetes by color Doppler flow imaging (CDFI) (Bilgili et al., 2005; Lecler et al., 2017). To better understand the potential biomarkers and mechanisms for diabetic lacrimal lesion, lacrimal angiopathy, diabetes, and other metabolic diseases, we established the type 2 diabetic mice model and performed the RNA-sequencing. By using gene ontology (GO) analysis, protein-protein interaction (PPI) network, molecular complex detection (MCODE), cytoHubba, and geneMANIA, we aim to identify the hub biomarkers and their related mechanisms in diabetic lacrimal angiopathy. Furthermore, a connectivity map (CMap) analysis was performed to predict the potential therapeutic agents. The schematic diagram of the whole study is presented in Figure 1. Our output could empower the novel and more comprehensive diagnostic and therapeutic targets for type 2 diabetic lacrimal angiopathy, diabetic DE, and other chronic metabolic diseases.

**Figure 1:**
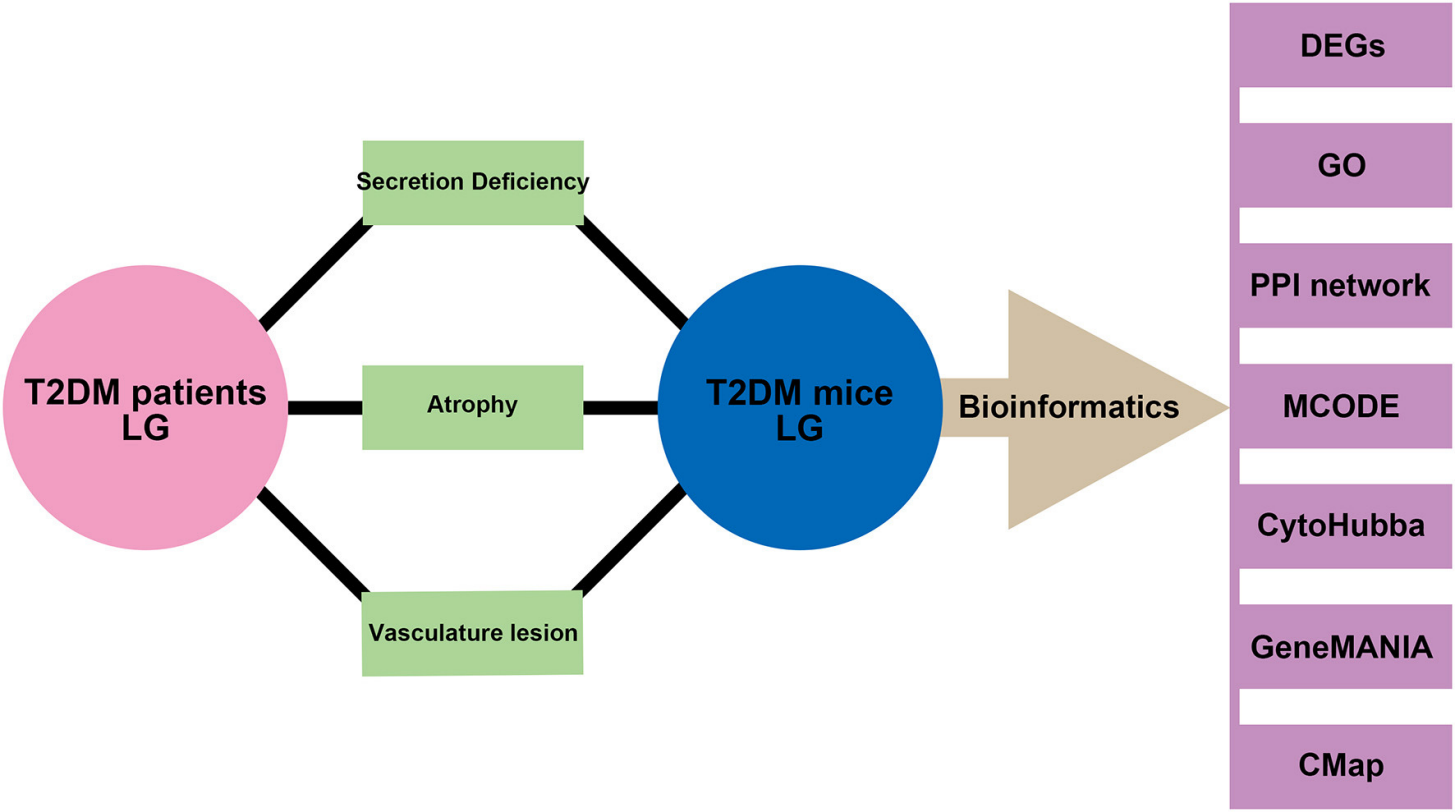
Schematic diagram of the study. Phenotypes of secretion deficiency, atrophy, and vascular lesion were both found in the lacrimal gland from patients with type 2 diabetes and mice model. Bioinformatics of samples from the mice model was performed to further identify the potential biomarkers and mechanisms.

## Materials and Methods

### Ethical Approval

#### Clinical Research Section

The single-center prospective clinical controlled trial study was approved by the Ethics Committee of Qingdao Eye Hospital (No. 2019-27) and adhered to the Declaration of Helsinki's tenets. All subjects agreed to participate in this study and signed the informed consent. The clinical trial was registered on the Chinese Clinical Trial Registry (www.chictr.org.cn), and the registration number is ChiCTR2000032843.

#### Basic Research Section

All studies on animals were approved by the Experimental Animal Ethics Committee of Shandong first medical University and were performed in accordance with the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Vision Research.

### Clinical General Information

Patients with type 2 diabetes were randomly selected from outpatients with a hemoglobin A1C value above 6.5% at Qingdao Eye Hospital. Thirty patients with diabetes for <10 years (average age, 59.00 ± 7.89 years), 30 patients with diabetes for more than 10 years (average age, 63.67 ± 9.00 years), and 30 controls with no history and signs of diabetes (average age, 60.97 ± 12.63 years) were enrolled and received examinations from June 2019 to June 2020. All of them had no history of ocular surgery or trauma, other systemic diseases, or utilization of drugs known to disturb blood flow. Female subjects were not in the menstrual period. All subjects lived in Shandong province for a long time (more than 10 years) and followed the diet habits of the Han nationality. All examinations were performed by a proficient operator (MZ).

### Clinical Examination Methods

All subjects underwent a general ophthalmologic examination, including the Schirmer test and CDFI. The results of one randomly chosen eye of each subject were assessed. No complications or complaints of orbital tissue discomfort due to the measurements occurred. Researchers were blind to the history of diabetes of enrolled subjects before examinations.

All procedures of CDFI were performed in strict accordance with the standard process and previous research methods (Bilgili et al., 2005; Lecler et al., 2017). The CDFI was performed when patients were supine with eyelids closed. The lacrimal region (superolateral margin of the orbit) was scanned obliquely, with a scanning plane almost parallel to the anterior outline of the orbit, and using part of the ocular globe as an acoustic window. The lacrimal artery has proved to be an optimal landmark to identify the gland (Bilgili et al., 2005). As the LG was identified, the scanning plane was oriented to view its longest diameter. Color Doppler sonography was then performed by the same operator with an ultrasound scanner (Esaote MyLab Class C Advanced, Italy) equipped with a multifrequency linear-array transducer (6–18 MHz). Doppler parameters were adjusted for detection of low velocity or low volume flow or both. The pulse repetition frequency used was 1.3 kHz, the bandpass filter was set at 50 Hz, and high levels were adjusted for both color vs. echo priority and color persistence. To further increase the depiction of vessel continuity, the power Doppler mode was also used. To evaluate the lacrimal artery by pulsed Doppler sonography, we used a pulse repetition frequency of 1.3 kHz, a sample volume of 0.5 mm, and gain 55%. Peak systolic velocity (PSV) was measured. Resistance index (RI) and pulsatility index (PI) values were calculated to evaluate peripheral resistance inside the gland. To avoid the excessively high temperature caused by increased energy necessary for Doppler, the procedure was limited for the minimum amount of time required to effectively evaluate the patient. All the LGs were scanned in two dimensions (longitudinal section of the LG and cross-section of the LG), and the images were processed by ImageJ to calculate the pixels of the lacrimal area in the same size of graphs.

### Animal Model

To establish the T2DM mice model (Xing et al., 2021), 4-week-old male C57BL/6 (B6) mice (purchased from the SPF Biotechnology Co., Ltd., Beijing, China, and fed in the Laboratory animal Center of Shandong Eye Institute) were fed with a high-fat diet (HFD, Cat#D12451, Beijing Keao Xieli Feed Co., Ltd., China; 60 kcal% fat, HFD) for 6 weeks. The mice were then fasted and intraperitoneal injection of a low dose of streptozotocin (STZ) of 50 mg/kg (Sigma-Aldrich, St. Louis, MO) for 5 consecutive days, then kept on an HFD diet for the next 24 weeks. The control mice were fed with a normal diet and injected with citrate buffer only. Diabetic mice were defined as having instant blood glucose levels > 16.7 mmol/L. Experiments *in vivo* and *vitro* were tabbed by one assistant and performed by another operator.

### Histopathology and Immunofluorescence Staining

Paraffin sections of LGs were stained with hematoxylin and eosin. Immunohistochemistry of amyloid precursor protein (App; ab32136, Abcam) and fibrinogen gamma chain (Fgg; ab281924, Abcam) was performed following standard procedures. According to a previous study (Cao et al., 2011), the whole-mount immunofluorescence staining of LGs was collected and fixed in 4% paraformaldehyde in 0.1 M phosphate saline (Phosphate Buffered Saline, pH 7.2–7.4) for 45 min at room temperature. The samples were then washed in PBS, and permeabilized by acetone for 7 min. After being washed in PBS, the samples were blocked in PBS containing 0.3% Triton X-100, 10% donkey serum overnight, and then incubated in the same buffer with primary antibodies (CD31 antibody, 1:200, R&D systems, USA) for 2 nights. Secondary antibodies labeled with Alexa 594 (1:500; red fluorescence, Invitrogen) were used for 48 h after washing off the primary antibody with PBS. After washing each LG six times, the flattened samples were examined under a confocal microscope (Zeiss, Rossdorf, Germany). Images were processed using Image-pro Plus 6.0 (Media cybemetics, USA) and Adobe Photoshop (Adobe Systems, Inc., San Jose, CA, USA) software. CD31 positive staining quantification: the area of the positive staining pixel and corresponding tissue pixel in each field was measured with the pixel area as the standard unit. And the percentage of positive area is given by, positive area (%) = positive pixel area/tissue pixel area × 100.

### RNA Extraction and PCR Analysis

The mRNA expression of CD31, F5, Gas6, Fgg, and App in normal and diabetic LG was detected. Total RNA was extracted from collected mouse LG using NucleoSpin RNA kits (Takara, Dalian, China). cDNAs were synthesized using PrimeScript RT Master Mix (Takara). Real time PCR [Quantitative Reverse Transcription (qRT)-PCR] was carried out using ChamQ Universal SYBR qPCR Master Mix (Vazyme Biotech Co., Ltd., Nanjing, China) and the 7500 Real-Time PCR System (Applied Biosystems, Foster City, CA). The thermocycling conditions used were 30 s at 95°C followed by 40 two-step cycles (10 s at 95°C and 30 s at 60°C). The sequences of the primers used in this assay are listed in Table 1. The quantification data were analyzed with Sequence Detection System software (Applied Biosystems), using b-actin expression as an internal control.

**Table 1:** List of primers used for mRNA expression analyses.

**Gene name**	**Forward primer, 5′-3′**	**Reverse primer, 5′-3′**
GAPDH	CACTGAGCAAGAGAGGCCCTAT	GCAGCGAACTTTATTGATGGTATT
F5	ATACGCTGAAGTTGGGGACG	GGCATCATCCTTCCTCTCGG
Gas6	GGCTCAACTACACCCGAACA	GACAGTGACCGTGTGTTCCT
Fgg	ACGAGACAAGCATTCGGTATT	AGAACTGCTGCTTAGCTTTCAA
App	AAAGACAGACAGCACACCCTAA	ACTGGTTCATGCGCTCGTA
CD31	CAGAGCGGATAATTGCCATTC	TTCACAGAGCACCGAAGTACCA

### RNA-Sequencing and GO Analysis

The LG samples from type 2 diabetic mice or vehicles were collected with Trizol reagent. The mRNA was enriched by NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs), and the produced RNA was used for construction Library, *via* KAPA Stranded RNA-Seq Library Prep Kit (Illumina). The prepared RNA-seq libraries were qualified using Agilent 2100 Bioanalyzer and quantified by the qPCR absolute quantification method. The sequencing was then performed using Illumina NovaSeq 6000. After quality control, the fragments were 5′, 3′-adaptor trimmed and filtered ≤ 16 bp reads with cutadapt software. The trimmed reads were aligned to a reference genome (source: genecode, version: GRCm38) with Hisat2 software. The transcript abundance for each sample was estimated with StringTie (v1.2.3), and the Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) values for gene-level were calculated with R package Ballgown (v2.6.0). The differentially expressed genes (DEGs) analysis was also performed with Ballgown. Fold change (cutoff 1.5), *p*-value (cutoff 0.05), and FPKM (≥0.5 mean in one group) were used for filtering DEGs and transcripts. GO analyses of DEGs were performed *via* DAVID (6.8, http://david.ncifcrf.gov)(Gene Ontology, 2021). Gene count > 2 and *p* < 0.05 were set as the threshold.

### PPI Network Creation and Hub Gene Identification

PPI network of DEGs was constructed by STRING (11.0b; https://string-db.org/) with a combined score > 0.9 as the cut-off point (Kwon et al., 2018). Hub genes were identified using cytoHubba (Su et al., 2021), a plug-in of Cytoscape software (Cytoscape, 3.8.2), and significant modules in the PPI network were identified by MCODE 2.0.0 (Azad et al., 2018), another plug-in of Cytoscape software. The parameters of DEGs clustering and scoring were set as follows: MCODE score ≥ 4, degree cut-off = 2, node score cut-off = 0.2, max depth = 100, and k-score = 2.

### GeneMANIA

GeneMANIA (3.5.2, http://www.genemania.org) finds the most connected genes to a set of known genes (Franz et al., 2018), using a very large set of functional association data. Association data include protein and genetic interactions, pathways, co-expression, co-localization, and protein domain similarity. We used it to the weight that indicates the predictive value of hub genes and seeks the interactive functional network.

### CMap Analysis

The CMap (https://portals.broadinstitute.org/cmap) is an open resource that links disease, genes, and drugs by similar or opposite gene expression profiles (Yoo et al., 2019). CMap analysis is applied to predict potential small molecular compounds that can reverse altered expression of DEGs in cell lines. Mean < −0.4 and *p* < 0.05 were set as the screening criteria.

### Enzyme-Linked Immunosorbent Assay

The LG samples of diabetic and vehicle mice were collected, crushed, and separated by centrifugation. App and Fgg levels were determined by mouse enzyme-linked immunosorbent assay (ELISA) kits (SEB020Mu, SEC477Mu, Cloud-clone, China) according to the protocol of the manufacturer.

### Statistical Analysis

Data were analyzed by SPSS version 22.0 (IBM Corp., Armonk, NY, USA) and presented as the mean ± SD. Data normality was assessed by the Shapiro-Wilk test. Analysis of chi-squared test was performed to compare the gender and eye side of three groups of patients. Three groups of patients of age, duration of diabetes, tear secretion volume, longitudinal section of the LG, cross-section of the LG, PSV, RI, and PI were analyzed using one-way ANOVA and shown as mean ± SD. Repeated-measurement analysis of the unpaired Student's *t*-test was performed to compare the numerical values including blood glucose level, LG/total weight ratio, mice tear secretion, CD31+area/tissue field, expression of App and Fgg proteins, and relative expression of F5, Gas6, Fgg, App, and CD31 genes in LG from diabetic mice and vehicle group. The statistical analyses of DEGs were done in R software. The *p*-values in CMap analysis were analyzed in the CMap (https://portals.broadinstitute.org/cmap). A least-significant difference (LDS) was used as *post-hoc* analysis with *P* < 0.05 considered as significant.

## Results

### Comparison of LG Morphology and Hemodynamics Between Patients With Type 2 Diabetes and Healthy Controls

Lacrimal dysfunction is an important cause of morbidity in diabetic DE (Shih et al., 2017; Qu et al., 2021). To know the morphological and hemodynamic alterations of LG from patients with type 2 diabetes, the CDFI was performed for its advantage of not only demonstrating the shape of LGs but also providing real-time dynamic data of blood flow in LGs (Bilgili et al., 2005). As shown in Figure 2, Table 2, the tear secretion volume in the T2DM group decreased significantly, and the LG atrophied markedly in different dimensions in patients with diabetes as compared with healthy controls. However, the difference was not significant between patients with diabetes for <10 years and over 10 years. This suggested that, at the onset of type 2 diabetes, the LG had undergone an obvious pathological process that may continue to affect the growth and proliferation of the LG thereafter. Results of hemodynamics showed that no parameters displayed significant change compared with the control group within the early 10 years of diabetes. On the contrary, the RI and PI values increased significantly after 10 years of diabetes, indicating aggravated vascular resistance and the trend of insufficient blood supply or even ischemia in the LG after a long period of diabetic duration.

**Figure 2:**
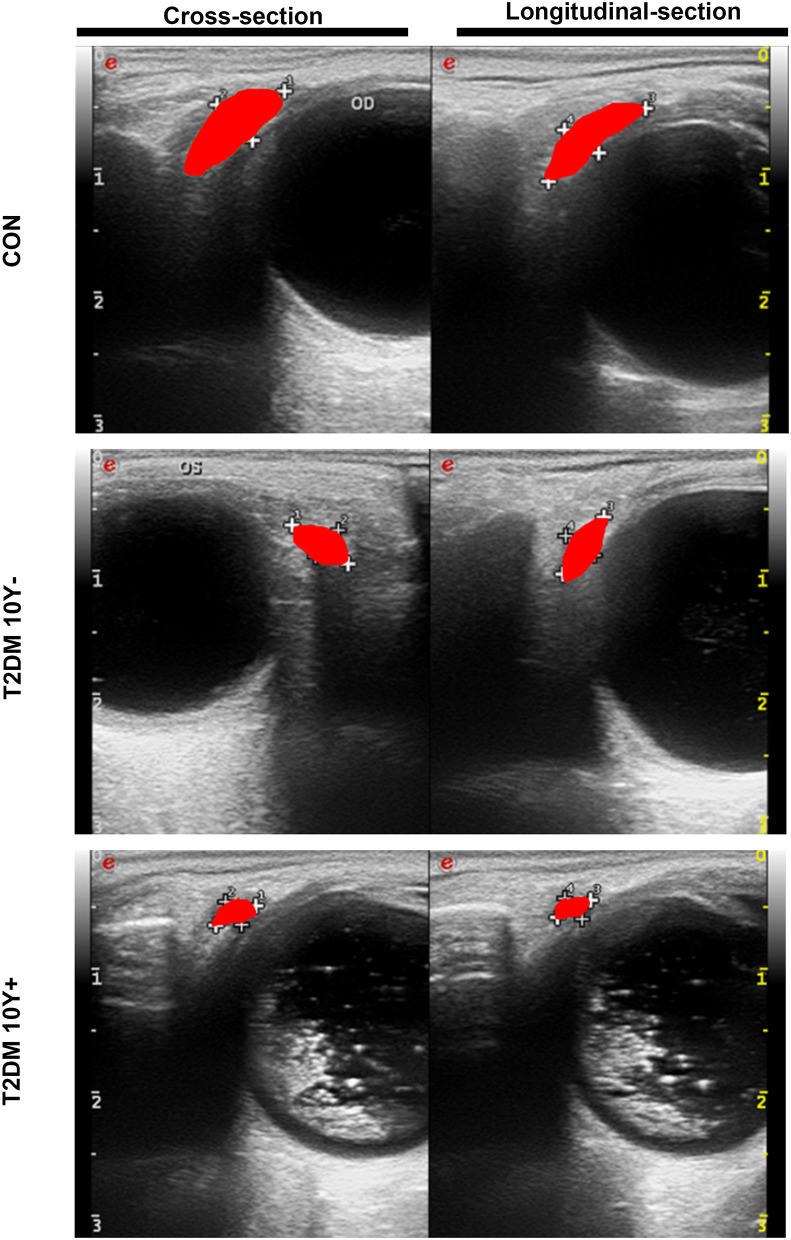
Morphological changes of LGs in patients with type 2 diabetes and control by CDFI. LGs from patients with T2DM and controls were measured by CDFI in two dimensions including the cross-section and longitudinal-section to demonstrate the morphological changes. The red area indicates the position and size of the LG. T2DM 10Y-, diabetic duration <10 years; T2DM 10Y+, diabetic duration more than 10 years; LG, lacrimal gland.

**Table 2:** Clinical characteristics of patients with type 2 diabetes and controls by color Doppler flow imaging (CDFI).

**Groups**	***N* (*n* = 30)**	**DM (10Y-, *n* = 30)**	**DM (10Y+, *n* = 30)**	***P*** **-values**		
				***N* vs. DM(10Y-)**	***N* vs. DM(10Y+)**	**DM(10Y-) vs. DM(10Y+)**
**Gender**						
Male	13	14	13	0.795	1.000	0.795
Female	17	16	17			
Age (years)	60.97 ± 12.63	59.00 ± 7.89	63.67 ± 9.00	0.45	0.28	0.07
DD (months)	0	4.47 ± 2.65	16.77 ± 6.92	<0.001	<0.001	<0.001
TS (mm)	9.17 ± 3.00	6.30 ± 4.22	6.33 ± 4.16	0.005	0.005	0.973
LG-L	1607.27 ± 456.39	1125.53 ± 383.15	1029.60 ± 294.01	<0.001	<0.001	0.34
LG-C	1297.77 ± 349.67	966.20 ± 404.34	853.73 ± 268.64	<0.001	<0.001	0.21
PSV(cm/s)	9.31 ± 3.13	8.17 ± 2.18	8.72 ± 2.82	0.11	0.41	0.44
PI	1.47 ± 0.42	1.72 ± 0.62	1.89 ± 0.58	0.081	0.003	0.215
RI	0.74 ± 0.10	0.76 ± 0.10	0.79 ± 0.09	0.44	0.02	0.11

*Variables are presented as mean ± SD. N, control group; DM10Y-, diabetic duration <10 years; DM10Y+, diabetic duration more than 10 years; OS, left eye; OD, right eye; DD, Duration of diabetes; TS, tear secretion; LG-L, longitudinal section of the lacrimal gland; LG-C, cross-section of the lacrimal gland; PSV, peak systolic velocity; RI, resistance index; PI, pulsatility index*.

### Histopathology and Vascular Distribution Alterations of LG in Type 2 Diabetic DE Mice Model

To feature the phenotypic and functional alterations of LG in type 2 diabetic DE, we established the type 2 diabetic mice model by a long-term HFD combined with STZ injection based on previous studies (Xing et al., 2021) and sacrificed them at the 24 weeks after the last time STZ injection. Hematoxylin-eosin (H&E), LG weighing, and phenol red thread tests were used to evaluate the histological change, LG size, and secretion function change in T2DM LG. The HE results showed that lacrimal acini atrophied and were transformed in diabetic mice, with severe inflammatory infiltrations gathered and aggravated around the acini and ducts (Figure 3A). The blood glucose level in T2DM mice was 29.06 ± 3.27 mmol/L compared with the level of 10 ± 2.36 mmol/L in the vehicle group (Figure 3B). The ratio of LG/total weight in the T2DM group was 0.31 ± 0.06 while it was 0.49 ± 0.04 in the vehicle group (Figure 3C). The results of phenol red thread tests showed tear secretion volume reduced to 4.22 ± 1.48 mm in T2DM mice, compared with the level of 7.28 ± 1.42 mm in the vehicle group (Figure 3D).

**Figure 3:**
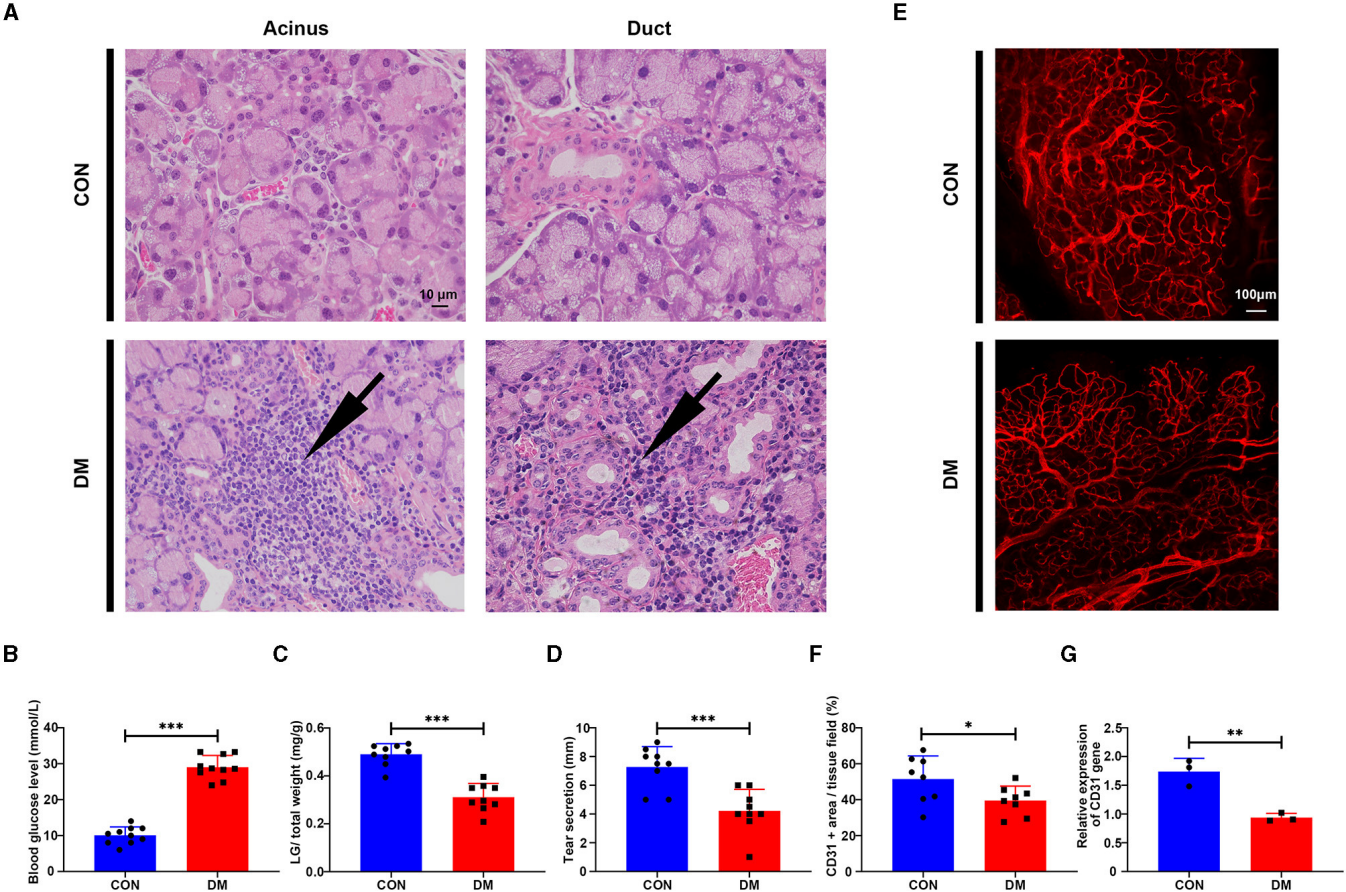
Histological change of lacrimal gland from type 2 diabetic mice and vehicles. **(A)** Hematoxylin-eosin (HE) staining of LG from type 2 diabetic mice and vehicles after 6 months of high-fat diet (HFD) and the last-time streptozotocin (STZ) injection. Arrow denotes the inflammatory infiltration. *N* = 3/group. **(B)** Blood glucose level after 6 months of HFD and STZ injection. *N* = 10/group. **(C)** LG/total weight ratio after 6 months of HFD and STZ injection. *N* = 9/group. **(D)** Tear secretion volume after 6 months of HFD and STZ injection. *N* = 9/group. **(E)** Measurement of vascular distribution in the lacrimal gland in the vehicle and type 2 diabetic mice after 6 months of HFD and STZ injection by immunofluorescent staining of CD31. *N* = 3/group. **(F)** Quantification of CD31^+^ area/lacrimal tissue field ratio from diabetic mice and vehicles. *N* = 8 fields/group. **(G)** Relative gene expression of CD31 in the lacrimal gland from diabetic mice and vehicles by PCR. *N* = 3/group. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001.

To test whether T2DM mice develop vasculature lesion in LG as diabetic patients, immunofluorescent staining and PCR analysis of CD31 (Angelini et al., 2018) were performed in mice LG samples. The results showed that the vessels (CD31 ^+^, red) in T2DM LGs were more sparsely distributed with less organized structures compared with the dense, aligned vasculature displayed by the healthy counterparts (Figures 3E,F). The gene expression level of CD31 was significantly downregulated with a level of 0.94 ± 0.07 in T2DM compared with 1.74 ± 0.23 in the vehicle group (Figure 3G). Taken together, these observations suggest that HFD+STZ treated mice model can successfully mimic the phenotype of patients with type 2 diabetes, exhibiting a reduction in tear secretion volume, lacrimal atrophy, and inflammatory infiltration. The sparsely distributed vasculature in T2DM mice may mimic the phenotypes of increased vascular resistance and the trend of insufficient blood supply in patients with T2DM.

### Identification of DEGs and GO Enrichment Analysis Related to Lacrimal Vasculopathy in T2DM

To understand the mechanisms by which T2DM lacrimal vasculopathy was stimulated, we performed RNA-sequencing to identify differentially expressed genes (DEGs) between control and T2DM LGs. 

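Poly(A) RNA of the lacrimal gland (LG), the exocrine gland that secretes the watery layer of tears, was sequenced from 3 T2DM and 3 vehicle samples. In this model, a high-fat diet (HFD) for 6 weeks was followed by streptozotocin (STZ) at 50 mg/kg for 5 days. STZ is a drug that damages the insulin-producing cells of the pancreas. By the paper's methods, these mice then stayed on the HFD for a further 24 weeks, whereas control mice ate a normal diet and received citrate buffer. Diet at collection therefore follows the groups. The paper gives 24 weeks after the last STZ injection as the time of collection, whereas the sample labels give an age of 24 weeks. A few genes held most of the summed FPKM. The odorant-binding protein gene Obp1a, with a mean of 70967 FPKM over the 6 libraries, stood highest, and 7 of the 10 most abundant genes were members of the secretoglobin family, small secreted proteins of exocrine glands. The secretoglobins held 48.5% ± 3.5 (SD, n = 3) of the summed FPKM in the vehicle group and 39.3% ± 2.1 (SD, n = 3) in the T2DM group, and the 10 most abundant genes together held 61.7% ± 2.3 (SD, n = 3) of it in the vehicle group and 58.5% ± 2.9 (SD, n = 3) in the T2DM group. Vehicle replicate 1 stood apart from the other libraries in transcripts of salivary glands. Bpifa2, a secreted protein of the parotid gland, was at 1127 FPKM in that library and at 4.38 and 2.03 FPKM in vehicle replicates 2 and 3, and Smr3a, a salivary peptide gene, was at 585.3 FPKM against 4.57 and 2.54 FPKM. In the T2DM libraries Bpifa2 was at 1.17 FPKM in replicate 1 and was listed at 0 in replicates 2 and 3, and Smr3a was listed at 0 in all 3. T2DM replicate 3 held more of Myl2, a myosin light chain of slow and cardiac muscle, than the other libraries, at 4.48 FPKM against 0.235 and 0.438 FPKM in T2DM replicates 1 and 2, and Myl2 was listed at 0 in the 3 vehicle libraries. Obp1a and Myl2 were named after their values were seen.

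The authors trimmed the reads with cutadapt, aligned them to GRCm38 with HISAT2 and estimated transcript abundance with StringTie 1.2.3. They computed gene-level FPKM (fragments scaled by gene length and by the mapped fragments of the library) with Ballgown 2.6.0. The submitters' processing notes name the human builds hg19 and GRCh37, but the gene IDs are those of mouse, and 11420 of the 12491 genes in the deposited table start and end where GENCODE M21 places them on GRCm38. All 12491 genes are protein coding, and the 12135 with a mean of at least 0.5 FPKM in one group were tested. FPKM hold no read numbers. The paper's counts in Table S3 (1997 rows read, with 20043 further rows left out of the copy used here) share 1519 genes with the deposited table, and the ratio of count to FPKM gave a depth of 1.23 and 1.21 in vehicle replicates 2 and 3 and of 1.06, 1.05 and 0.974 in T2DM replicates 1, 2 and 3, relative to vehicle replicate 1. This depth rests on the 642 shared genes above 5 FPKM in every library. Among these, 41 genes with a single transcript gave the total counts, with exon lengths from GENCODE M21. The estimated totals were 30200000, 37100000 and 36400000 in the vehicle group and 32000000, 31700000 and 29400000 in the T2DM group. Differences were tested with limma on log2(FPKM + 1), so that fold changes on this scale understate the change of genes with low FPKM. Neither the paper nor the labels state whether a library came from 1 mouse or from pooled glands, so the p-values measure the spread between these libraries.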

A total of 846 DEGs between T2DM and vehicle subjects were found as shown in the heatmap (Figure 4A). Among them, 732 genes were upregulated and 114 genes were downregulated (Figure 4B). 

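Genes of the circadian clock and of the response to interferon were among the largest rises in the T2DM group, beside single genes of other kinds, and most of the largest falls were in secretoglobins and exocrine gland-secreted peptides. Dbp, a transcription factor driven by the circadian clock, rose from 1.01 ± 0.16 to 18.2 ± 6.0 FPKM (SD, n = 3 per group), a log2 fold change of 3.22 (standard error 0.20, adjusted p = 0.00127 from limma with Benjamini-Hochberg adjustment). The clock repressor Nr1d1 rose from 3.14 ± 0.69 to 21.5 ± 7.9 FPKM. Msln, which encodes the surface protein mesothelin, rose from 5.09 ± 0.91 to 55.9 ± 29.7 FPKM, and Alox12e, a lipoxygenase of epithelia, from 1.28 ± 0.62 to 21.2 ± 12.0 FPKM. Cyp2a5, a cytochrome P450 with a near-identical neighbor that may share its reads, rose from 33.0 ± 13.4 to 221.0 ± 24.0 FPKM. The interferon-induced gene Ifit3 rose from 7.99 ± 4.69 to 43.2 ± 21.7 FPKM and may share reads with its copy Ifit3b. Of the 12 largest rises that separated all T2DM from all vehicle libraries, 3 were clock genes, Dbp, Nr1d1 and the transcription factor Tef. Of the 12 largest falls, 8 were secretoglobins and 3 were exocrine gland-secreted peptides. Scgb2b17 fell from 12591 ± 1860 to 2090 ± 1283 FPKM and Scgb1b17 from 55.3 ± 5.3 to 6.15 ± 5.03 FPKM, and Esp24 fell from 664.5 ± 94.2 to 176.1 ± 102.8 FPKM. Reads of these families can be shared between their copies, so the values of single members are uncertain.

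Over 12135 genes, limma called 1271 higher and 206 lower in the T2DM group at an adjusted p under 0.05. At the thresholds of the paper (unadjusted p under 0.05, fold change of at least 1.5 and a mean of at least 0.5 FPKM in one group), it called 1026 genes. The adjusted count depended on single libraries: without vehicle replicate 1, 2 or 3 it was 347, 199 or 25 genes higher and 86, 53 or 16 lower, and without T2DM replicate 1, 2 or 3 it was 253, 763 or 885 higher and 71, 130 or 123 lower. With a per-gene linear model without moderation, none of the genes passed the adjusted p, whereas 2960 higher and 488 lower genes passed the unadjusted p. The smallest adjusted p of the linear model was 0.052, just over the threshold.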

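Secretoglobin genes were lower in part, and their share of reads was lower in all T2DM libraries. Of 26 tested secretoglobin genes, 11 were lower, none was higher and 15 did not pass limma's adjusted p (16 lower when adjusted over the list alone). Without vehicle replicate 2 or 3 or T2DM replicate 1, 5, 3 or 6 passed. Scgb1b10 fell from 104.4 ± 63.5 to 3.53 ± 4.77 FPKM and Scgb2b12 from 7475 ± 3537 to 725.4 ± 845.7 FPKM (SD, n = 3 per group). The share of reads in the family, estimated from FPKM and exon lengths, was 19.6% ± 2.5 in the vehicle group and 13.6% ± 1.5 in the T2DM group, and all 3 T2DM libraries lay below all 3 vehicle libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The median FPKM of the tested genes was 3.90 ± 0.11 in the vehicle group and 4.60 ± 0.28 in the T2DM group, with the same exact p.

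**Figure D1:**
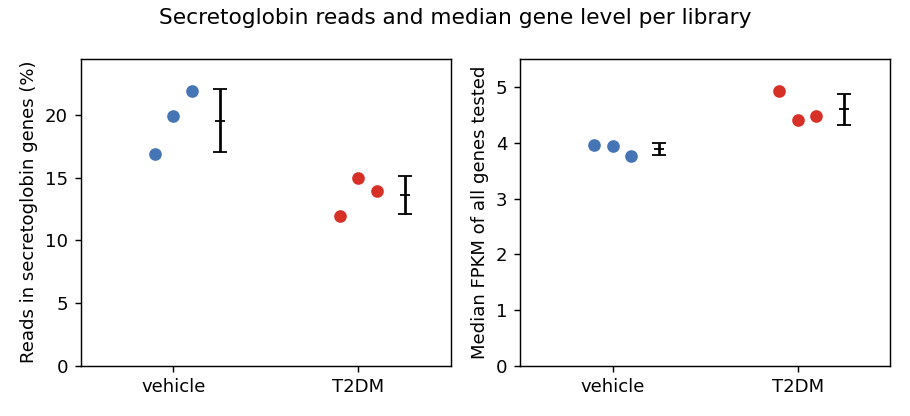
Percent of reads in secretoglobin genes (left) and median FPKM of the tested genes (right) in each library of the vehicle (blue) and T2DM (red) groups, with the mean and SD of 3 libraries beside the points. The 3 T2DM libraries lie between 12.0% and 15.0% for the secretoglobins, below the vehicle libraries at 16.9% to 21.9%.

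A per-gene linear model on log2(FPKM + 1) without moderation, at the thresholds of the paper, called 732 genes higher and 114 lower, and these were all of the genes of Table S4. The fold was defined on the log2(FPKM + 1) scale after the order of Table S4 was seen to follow it, and with the fold as the ratio of mean FPKM the same linear model gave 1327 higher and 188 lower. With limma's moderated p the counts were 881 and 145, and with 1 library left out they lay from 568 (T2DM replicate 1) to 1079 and from 145 to 174. Of the genes of Table S4, 688 of the upregulated and 107 of the downregulated passed limma's adjusted p under 0.05. With 1 library left out, from 24 (vehicle replicate 3) to 577 of the upregulated and from 14 (the same library) to 87 of the downregulated passed, and after scaling by the median of ratios 439 and 106 did. The paper chose these genes on the same libraries, so the overlap is not independent evidence. On the deposited scale the median log2 fold change of all tested genes was 0.16, and fold changes are to be read against this shift. When each library was scaled by the median of ratios, a choice made after seeing the data, the median was 0.02 and the split at adjusted p under 0.05 changed from 1271 higher and 206 lower to 498 higher and 431 lower. At the paper's thresholds the scaled split was 486 higher and 263 lower.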

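Genes that respond to interferon and genes of antigen presentation were in part higher in T2DM LGs, while some chaperones and folding enzymes of the secretory pathway and some enzymes of fatty acid synthesis were lower. Of 32 interferon-stimulated genes, 15 were higher, 1 was lower and 16 did not pass limma's adjusted p (29 higher and 1 lower when adjusted over the list alone). The groups were listed before the deposited table was examined, with the gene names of Table S4 and part of Table S3 already seen. Ifitm3, a membrane protein that restricts viruses, rose from 63.6 ± 18.2 to 174.9 ± 57.7 FPKM (SD, n = 3 per group), and Isg20, an exonuclease, fell from 28.5 ± 4.4 to 15.4 ± 3.2 FPKM. None of the 32 was higher at the adjusted p without vehicle replicate 1, vehicle replicate 3 or T2DM replicate 1, and 3 were without T2DM replicate 2. At an unadjusted p, 29 were higher by limma and 17 by the linear model. Of 16 genes of MHC class I presentation, 4 were higher and none was lower (14 higher when adjusted over the list alone), among them the proteasome activator subunit Psme1, from 11.2 ± 2.0 to 20.8 ± 4.1 FPKM. Of 37 genes of apoptosis and inflammatory caspases, 7 were higher and 1, Cycs, was lower (11 and 1 when adjusted over the list alone). Tnfsf10, the death ligand TRAIL, rose from 2.87 ± 0.14 to 12.1 ± 5.1 FPKM, and Casp4, an inflammatory caspase, from 0.919 ± 0.250 to 2.57 ± 0.60 FPKM. The anti-apoptotic gene Bcl2 rose as well, from 0.881 ± 0.112 to 1.69 ± 0.35 FPKM. Cycs, which encodes cytochrome c, was named after its value was seen. Of 31 genes of the cell cycle and DNA replication, 2 were lower and none was higher (1 lower when adjusted over the list alone), namely Cenpm and Ncaph, a centromere protein and a condensin subunit. In this group 5 were lower without vehicle replicate 1 and none without vehicle replicate 2, vehicle replicate 3 or T2DM replicate 1, and 11 were lower at an unadjusted p by limma. With libraries scaled by the median of ratios, 8 interferon genes, 2 MHC class I genes and 2 apoptosis genes were higher, and 1 interferon gene, 1 apoptosis gene and 3 cell cycle genes were lower.

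Of 30 genes of protein folding and the secretory pathway, 11 were lower and 1 was higher (17 and 3 when adjusted over the list alone). The prolyl isomerase Fkbp11 fell from 111.4 ± 11.8 to 62.0 ± 3.9 FPKM, and Sdf2l1, a chaperone cofactor of the endoplasmic reticulum, from 96.0 ± 12.9 to 56.9 ± 3.3 FPKM. The higher gene was Xbp1, a transcription factor of the unfolded protein response, named after its value was seen. Of 18 genes of fatty acid synthesis, 3 were lower and none was higher (4 lower and 2 higher when adjusted over the list alone), namely the desaturases Scd1 and Scd2 and the fatty acid synthase Fasn, while the median log2 fold change of the group was 0.17. Scd1 fell from 204.0 ± 13.3 to 92.9 ± 21.7 FPKM. Of 21 genes of insulin signalling and glucose metabolism, 7 were higher and 1, Irs2, was lower (11 and 1 when adjusted over the list alone). Irs2, an adaptor of the insulin receptor, fell from 8.57 ± 1.03 to 3.28 ± 0.74 FPKM, and Txnip, a glucose-induced inhibitor of glucose uptake, rose from 67.9 ± 24.4 to 172.1 ± 43.0 FPKM. When vehicle replicate 3 was left out, 2 folding genes were lower and no gene of the MHC class I, apoptosis, fatty acid or glucose groups passed. Without vehicle replicate 1, vehicle replicate 2 or T2DM replicate 1, 5, 2 or 4 folding genes were lower, 0, 2 or 0 MHC class I genes were higher, 2, 2 or 2 genes of fatty acid synthesis were lower, 1, 2 or 1 apoptosis genes were higher and 2, 2 or 1 glucose genes were higher. By the same scaling, 19 folding genes and 4 genes of fatty acid synthesis were lower and none was higher, and 3 glucose genes were higher and 1 was lower.

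With camera, which compares a group with all other genes, the folding group was lower at an adjusted p of 5.9e-18 and the interferon group higher at 3.9e-06 with a preset correlation between genes. The apoptosis and glucose groups did not pass (0.21 and 0.11), and when scaled they were at 0.12 and 0.046. With an estimated correlation the folding and interferon groups were at an adjusted p = 0.14 and an adjusted p = 0.62, and none of the 48 groups tested passed with camera at an adjusted p under 0.05, whereas 24 did with the preset correlation and 5 at an unadjusted p with the estimated one. A split of the 6 libraries other than by group gave 25 with the preset correlation, so the 24 do not set the T2DM group apart.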

The GO analysis showed enrichment of upregulated biological process (BP) including apoptotic process, cell death, immune system process, negative regulation of cell population proliferation, regulation of blood circulation, and downregulated BP including regulation of blood vessel diameter, regulation of secretion, response to nutrient, regulation of glucose metabolic process, and lipid metabolic process (Figure 4C). These findings from RNA-seq confirm the original observations in patients with type 2 diabetes and mice model that LG atrophy, secretion deficiency, inflammatory infiltration, and vasculature dysregulation are involved in diabetic lacrimal lesions. It is worth noting that App participates in the regulation of blood circulation, and Fgg participates in the regulation of blood vessel diameter, which is related to our following analyses.

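Most of the tested duct cell markers were higher in T2DM LGs, markers of B cells and of pericytes and vascular smooth muscle rose in part, and no endothelial marker passed the test. Of 16 duct markers, 13 were higher and none was lower by limma's adjusted p (15 higher when adjusted over the list alone), with a median log2 fold change of 1.25. Clu, which encodes the secreted chaperone clusterin, rose from 37.5 ± 4.4 to 125.6 ± 11.8 FPKM (SD, n = 3 per group), and the ion transporter Slc12a2 rose from 21.1 ± 2.4 to 54.7 ± 16.2 FPKM. Slc12a2 is also listed with the acinar secretory machinery, so its rise counts in both groups and is not particular to ducts. Without vehicle replicate 1, 2 or 3, 5, 3 or 1 of the duct markers passed, and without T2DM replicate 1, 8 did. Of 11 B cell markers, 5 were higher and none was lower (7 higher when adjusted over the list alone), such as Cd79b, a subunit of the B cell receptor, from 1.27 ± 0.16 to 3.37 ± 0.62 FPKM. Of 15 markers of T and NK cells, 1 was higher, Nkg7, a cytotoxic granule gene, and none passed when adjusted over the list alone. None of 8 plasma cell markers and none of 4 neutrophil markers passed, over all genes or when adjusted over the list alone. At an unadjusted p by limma, 2 plasma cell markers were higher and 1 lower and 2 neutrophil markers were higher, and by the linear model 1 plasma cell marker was higher, 1 was lower and no neutrophil marker passed. Of 19 rows for a list of 18 markers of macrophages and monocytes, 3 were higher (5 when adjusted over the list alone), namely Cd14, Ccr2 and Ly6c2. Cd14, a co-receptor for bacterial lipopolysaccharide, rose from 5.21 ± 1.42 to 22.7 ± 8.9 FPKM. Of 30 inflammatory cytokines, chemokines and adhesion genes, 7 were higher and 3 were lower (8 and 4 when adjusted over the list alone), and the adhesion molecule Icam1 rose from 1.98 ± 0.68 to 5.51 ± 1.52 FPKM. The 3 lower genes were the chemokine receptor Cxcr4 and the chemokines Ccl28 and Cxcl5, the last 2 named after their values were seen.

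Of 21 endothelial markers none passed, over all genes or when adjusted over the list alone, and their median log2 fold change was 0.11, below the 0.16 of all genes, and from -0.06 to 0.28 under 5 other scalings, below 0 in 1 of them. At an unadjusted p, 4 were higher by limma and 3 by the linear model, and none was lower. The claudin Cldn5 of endothelial junctions was at 0.715 ± 0.317 FPKM in the vehicle group and 1.81 ± 0.59 FPKM in the T2DM group (adjusted p = 0.051 from limma). Of 12 markers of pericytes and vascular smooth muscle, 5 were higher and none was lower (6 higher when adjusted over the list alone). Of these 5, 1 is also among the listed myoepithelial markers, and myoepithelial cells of the gland express contractile genes too, so the cell type behind the higher contractile genes is not resolved. Rgs5, a regulator of G protein signalling in pericytes, rose from 3.54 ± 0.46 to 12.0 ± 3.5 FPKM. Of 26 genes of the acinar secretory machinery, 7 were higher and 1, Rab27b, a GTPase of secretory granules named after its value was seen, was lower (11 and 1 when adjusted over the list alone). The calcium-activated chloride channel Ano1 rose from 10.2 ± 1.4 to 22.5 ± 2.9 FPKM. Of 25 tear and gland secreted proteins, 4 were higher and 3 lower (9 and 4 when adjusted over the list alone), for example the protease inhibitor Slpi, which rose from 7.47 ± 0.88 to 24.0 ± 3.6 FPKM, and Wfdc12, which fell from 1788 ± 174 to 917.1 ± 142.2 FPKM. None of the B cell, pericyte, macrophage, cytokine or acinar genes passed without vehicle replicate 3, and without T2DM replicate 1, 1 B cell, 1 pericyte, 2 macrophage, 1 cytokine and 4 acinar genes were higher. Of the tear proteins, 3, 2 and 1 were higher and 1, 1 and 0 lower without vehicle replicate 1, 2 and 3, and 2 were higher and 2 lower without T2DM replicate 1. Nkg7 passed with no other library left out than T2DM replicate 2. With median-of-ratios scaling, 12 duct, 4 B cell, 2 pericyte, 2 macrophage, 2 cytokine, 5 acinar and 4 tear protein genes were higher, 3 cytokine, 2 acinar and 4 tear protein genes were lower, 1 plasma cell marker was lower, and no T and NK cell marker and no endothelial marker passed.

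**Figure D2:**
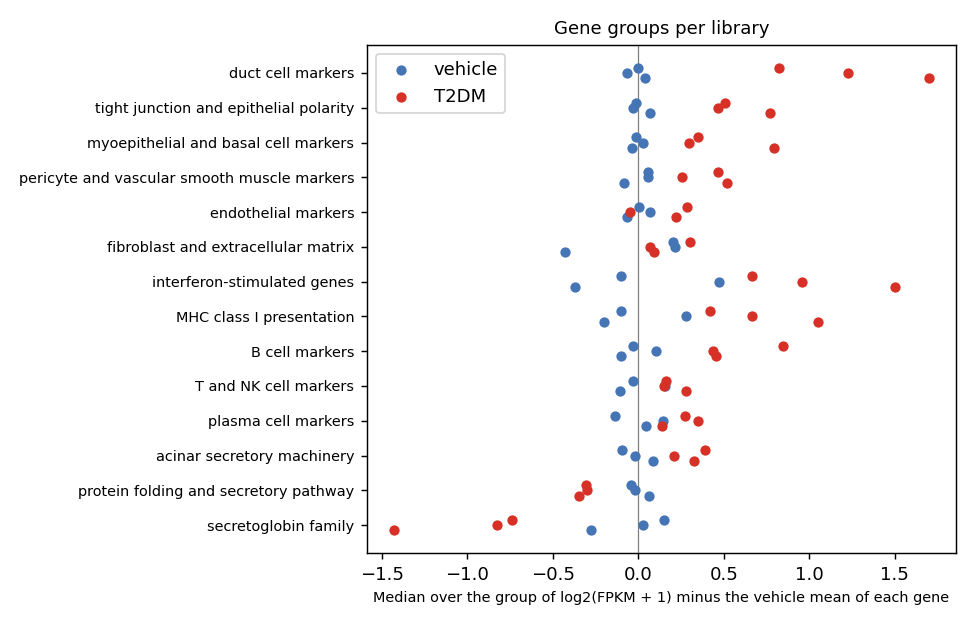
Median over each gene group (rows) of log2(FPKM + 1) minus the vehicle mean of each gene (horizontal axis), 1 point per library, vehicle in blue and T2DM in red. The duct markers of the T2DM libraries lie between 0.83 and 1.70, while those of the endothelial markers lie between -0.04 and 0.28, next to vehicle libraries at -0.07 to 0.07.

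By camera with the preset correlation, the duct markers were higher at an adjusted p of 2.8e-07 and the B cell markers at 0.0019, and with an estimated correlation at an adjusted p = 0.53 each. The paper takes the enriched processes to bear out what it had observed in patients and in the mouse model. Those observations came from Doppler imaging, histology, gland weight, tear secretion, and CD31 staining and PCR. The paper reads them as atrophy, deficient secretion, inflammatory infiltration and a dysregulated vasculature in the diabetic LG lesion.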

**Figure 4:**
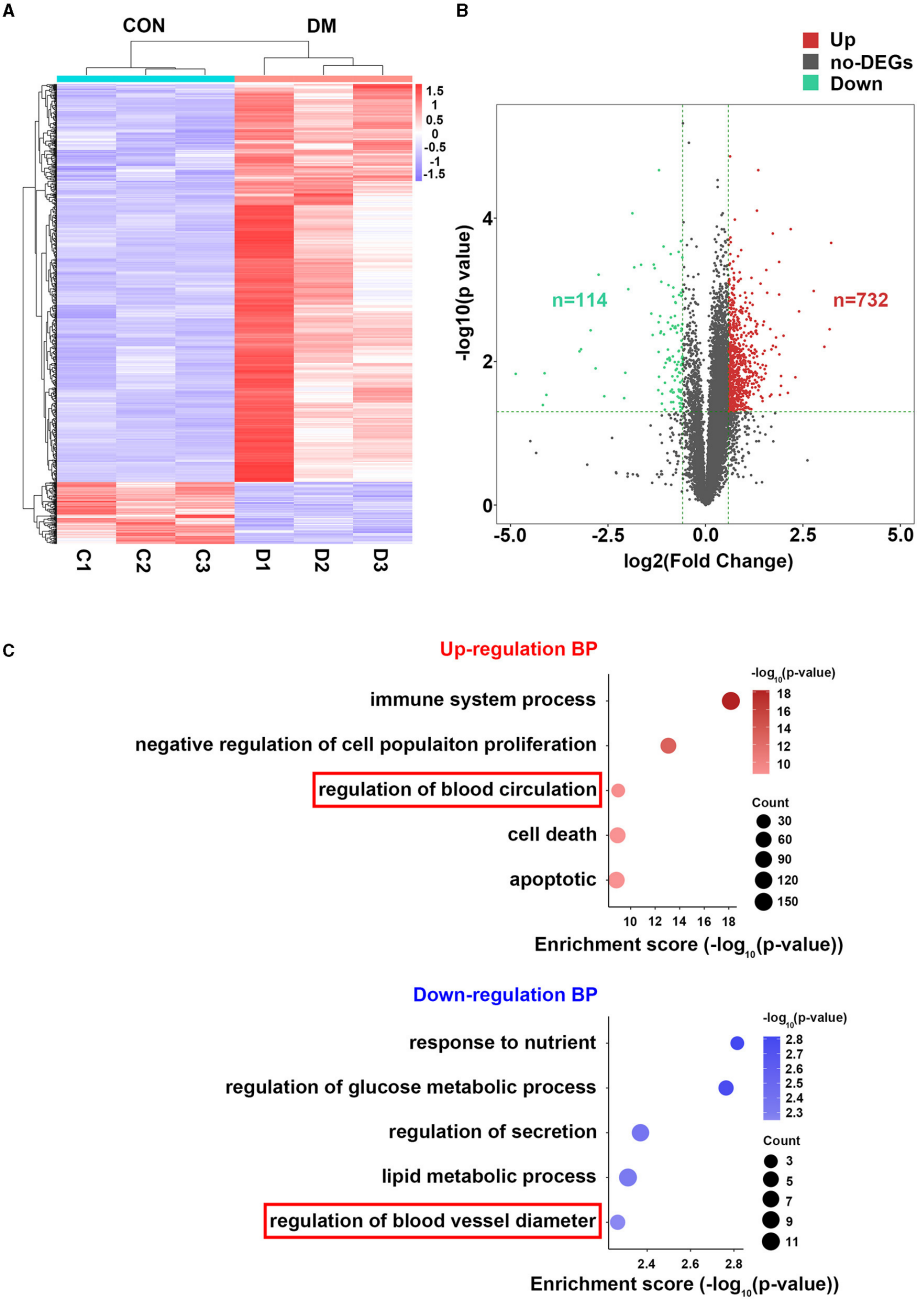
Bioinformatics analysis of LGs from type 2 diabetic mice and vehicles after 24 weeks of HFD and STZ treatments. **(A)** Heatmap showing the differentially expressed genes (DEGs) between LGs from diabetic mice and vehicles. *N* = 3/group. **(B)** Volcano plot showing all the DEGs between LGs from diabetic mice and vehicles. There were 732 upregulated genes and 114 downregulated genes in the diabetic group. **(C)** The GO analysis of enrichment of upregulated BP and downregulated BP in the form of bubble plot where dot size represents the number of genes overlapping with each pathway and the adjusted *p*-value is depicted by the color of the dot. The red frame denoting vasculature-related BPs. HFD, high-fat diet; STZ, Streptozotocin; DEG, differentially expressed gene; GO, gene ontology; BP, biological process.

### PPI Network and MCODE Analyses

To identify the most significant clusters of the DEGs, the PPI network of DEGs was constituted by STRING (confidence 0.9) and analyzed by Cytoscape. As shown in Figure 5A, the PPI network reflected the interaction between these potential targets. Seven targets highly related to the pathological process of diabetic LG lesion and dysfunction (DE), which were sorted according to the node degree, including App (degree = 42), F5 (Coagulation Factor V, degree = 25), Fgg (degree = 25), Gas6 (Growth Arrest Specific 6, degree = 24), Lamc1 (Laminin subunit gamma 1, degree = 22), Lamb2 (Laminin subunit beta 2, degree = 21), and Aldoa (Aldolase, Fructose-Bisphosphate A, degree = 20). 

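All 7 of these genes changed in T2DM LGs by limma's adjusted p, 6 upward and Fgg downward. The network was built from genes that differed between these same libraries, so their direction is not independent evidence. Lamc1 and Lamb2, chains of the laminins of basement membranes, were at 2.56 ± 0.51 and 4.08 ± 0.46 FPKM (SD, n = 3) in the vehicle group and at 4.43 ± 0.69 and 7.93 ± 2.46 FPKM in the T2DM group. Their log2 fold changes were 0.61 (standard error 0.15, adjusted p = 0.040 from limma) and 0.78 (standard error 0.19, adjusted p = 0.038). Of 17 listed basement membrane genes, 9 were higher and none was lower (10 higher when adjusted over the list alone), among them Lama5, from 0.755 ± 0.049 to 2.23 ± 0.71 FPKM. None of the basement membrane genes passed without any 1 of the 3 vehicle replicates, and 1 did without T2DM replicate 1. With libraries scaled by the median of ratios, 2 of them were higher. Aldoa, an aldolase of glycolysis, rose from 38.7 ± 1.5 to 65.4 ± 12.2 FPKM, and of 16 glycolysis genes 6 were higher and none was lower (9 higher when adjusted over the list alone). Of these, 1, 0 and 0 were higher without vehicle replicate 1, 2 and 3 and 2, 2 and 6 without T2DM replicate 1, 2 and 3, and after the scaling 4 were higher and 1 was lower. Under the same scaling Aldoa was at an adjusted p of 0.043, whereas Lamc1 and Lamb2 were at 0.097 and 0.061.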

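Of 17 genes that form the densest part of this network, 15 were higher and 2 were lower in T2DM LGs, all by limma's adjusted p. The higher genes were App, Csf1, Apol7a, Aplp2, Msln, Shisa5, Lamb2, Mgat4a, Sparcl1, Lamc1, F5, Gas6, Bmp4, Cp and Igfbp5. Fgg and Itih2 were lower. In each, the 3 T2DM libraries lay beyond the 3 vehicle libraries, as they did in all 732 and 114 genes of Table S4. The counts of higher and lower genes were the same when adjusted over the list alone. Because the genes were selected on these libraries, neither these counts nor the separation is independent evidence. The rises had log2 fold changes from 0.61 to 3.04. Cp, which encodes the copper protein ceruloplasmin, rose from 4.66 ± 0.92 to 15.0 ± 6.1 FPKM (SD, n = 3 per group), and the macrophage growth factor Csf1 rose from 4.17 ± 0.52 to 7.32 ± 1.81 FPKM. Aplp2, a homolog of App, rose from 17.8 ± 0.4 to 37.3 ± 13.3 FPKM. Apol7a was low in both groups, at 0.360 ± 0.055 and 1.32 ± 0.59 FPKM. Itih2, a chain of the inter-alpha-trypsin inhibitors that bind hyaluronan, fell from 12.5 ± 1.7 to 7.84 ± 1.63 FPKM. After scaling by the median of ratios, 6 of the 15 higher and both lower genes passed the adjusted p. Without vehicle replicate 3 none passed in either direction, without vehicle replicate 1 or 2, 3 or 4 passed upward, and without T2DM replicate 1 or 2, 5 or 6 did.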

The most significant module (score = 17) was recognized by MCODE (node score cutoff: 0.2, K-core: 2, degree cutoff: 2, maximum depth: 100), a plugin of Cytoscape (Figure 5B), with 17 genes (App, Csf1, Apol7a, Aplp2, Itih2, Msln, Shisa5, Lamb2, Mgat4a, Sparcl1, Fgg, Lamc1, F5, Gas6, Bmp4, Cp, and Igfbp5) involved. The BP related to these genes was present in Figure 5C. Among the 17 genes in the module, six genes (App, Gas6, F5, Fgg, Bmp4, and Igfbp5) were associated with vascular process/regulations, including regulation of blood circulation, blood vessel morphogenesis, blood vessel development, regulation of blood coagulation, and regulation of blood vessel diameter.

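Bmp4 and Igfbp5, like the other 4 genes, are secreted or membrane proteins that act outside the cell or at its surface. Bmp4, a growth factor of the TGF-beta family, was at 0.716 ± 0.358 FPKM in the vehicle group and 1.71 ± 0.13 FPKM in the T2DM group (SD, n = 3 per group), a log2 fold change of 0.68 (standard error 0.15, adjusted p = 0.035 from limma). Igfbp5, which binds insulin-like growth factors, was at 20.0 ± 3.7 and 37.7 ± 9.1 FPKM, a log2 fold change of 0.87 (standard error 0.19, adjusted p = 0.034). After scaling by the median of ratios the adjusted p was 0.060 for Bmp4 and 0.065 for Igfbp5. Of 28 listed angiogenesis genes, which include Bmp4, 11 were higher and 1 was lower (13 and 2 when adjusted over the list alone). Thbs1, a matrix protein that inhibits angiogenesis, rose from 6.69 ± 1.69 to 18.3 ± 6.4 FPKM, and Pgf, a growth factor of the VEGF family, from 18.4 ± 3.3 to 36.1 ± 8.9 FPKM. The lower gene was the chemokine receptor Cxcr4. After the same scaling, 4 angiogenesis genes were higher and 2 lower. No angiogenesis gene passed without vehicle replicate 3, and without vehicle replicate 1 or 2 or T2DM replicate 1, 2, 4 or 1 were higher.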

**Figure 5:**
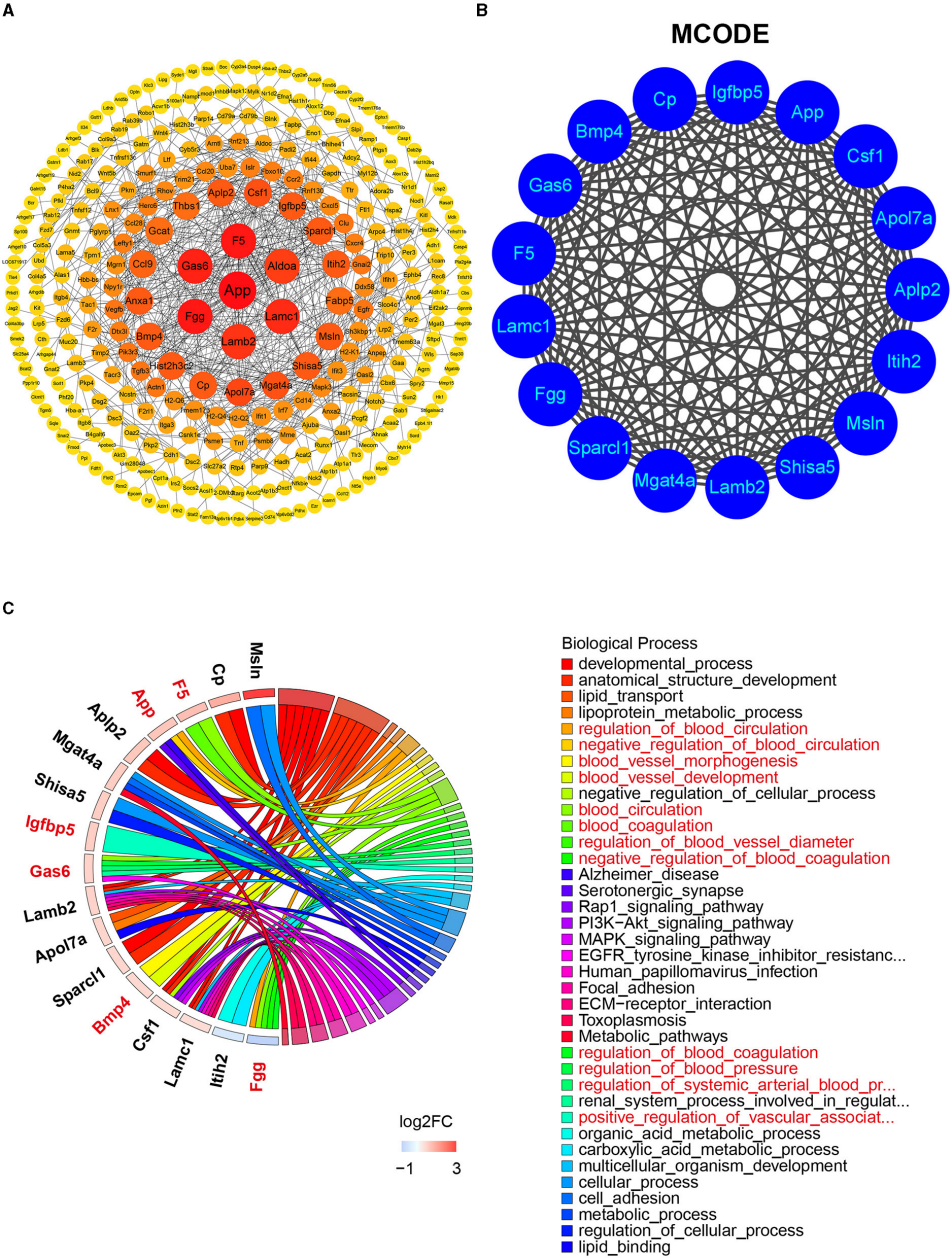
The PPI network, MCODE analysis, and involved biological process. **(A)** The PPI network was analyzed by String and Cytoscape software. The sizes and colors of the nodes are illustrated from big to small and red to yellow in descending order of degree values. **(B)** The most significant module was identified by MCODE including 17 related genes (score = 17). **(C)** The biological process related to the 17 genes by GO analysis. Red color denoting genes and BPs associated with vascular process/regulations. DEG, differentially expressed gene; PPI, protein–protein interaction; MCODE, molecular complex detection; GO, gene ontology.

### Identification of Hub Genes and Validation

To identify the hub gene in the DEGs, cytoHubba, another plug-in Cytoscape was applied. All the gene codes and edges were calculated. The top 10 genes were identified as hub genes (Figure 6A). The concrete scores of these hub genes were shown in Figure 6B. We have noticed that all the hub genes were included in the most significant module above, and four hub genes (App, F5, Fgg, and Gas6) related to vascular regulation were identified repeatedly. To verify the gene expression level of these four hub genes, PCR measurement was performed to confirm the expression (Figure 6C). 

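In the RNA-seq libraries, App, F5 and Gas6 were higher and Fgg was lower in T2DM LGs, each with all 3 T2DM libraries beyond all 3 vehicle libraries. The hub genes were chosen among the genes of Table S4. All 732 upregulated and 114 downregulated genes there separate the groups in this way, so the separation is not independent evidence. App, the amyloid precursor protein gene (ENSMUSG00000022892.11), lies on chromosome 16 of GRCm38 from 84949685 to 85173766. It rose from 11.5 ± 1.0 to 24.4 ± 4.4 FPKM (SD, n = 3 per group), a log2 fold change of 1.01 (standard error 0.14, adjusted p = 0.014 from limma). F5 (ENSMUSG00000026579.8), which encodes coagulation factor V, lies on chromosome 1 from 164151838 to 164220277. It rose from 24.6 ± 2.6 to 57.9 ± 23.5 FPKM, a log2 fold change of 1.14 (standard error 0.25, adjusted p = 0.032), and T2DM replicate 1 was the highest at 84.5 FPKM. Gas6 (ENSMUSG00000031451.6), a ligand of the TAM receptor kinases, lies on chromosome 8 from 13465374 to 13494490. It rose from 14.6 ± 1.5 to 25.9 ± 3.2 FPKM, a log2 fold change of 0.79 (standard error 0.12, adjusted p = 0.017). Fgg (ENSMUSG00000033860.13), the gamma chain of fibrinogen, lies on chromosome 3 from 83007724 to 83015049. It fell from 229.8 ± 19.4 to 100.2 ± 21.6 FPKM, a log2 fold change of -1.21 (standard error 0.15, adjusted p = 0.012).

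**Figure D3:**
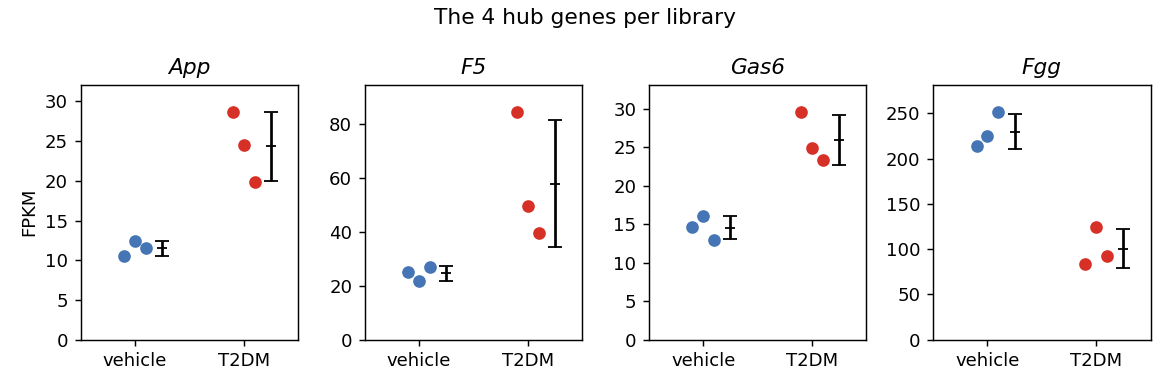
FPKM of App, F5, Gas6 and Fgg in each library of the vehicle (blue) and T2DM (red) groups, with the mean and SD of 3 libraries beside the points. Fgg lies at 213.3 to 251.1 FPKM in the vehicle libraries and at 83.3 to 124.5 FPKM in the T2DM libraries, and the other genes lie higher in all T2DM libraries.

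After scaling by the median of ratios, the adjusted p of F5 was 0.051, and App, Gas6 and Fgg passed at 0.019, 0.021 and 0.013. Without vehicle replicate 3, App, F5, Gas6 and Fgg were at adjusted p values of 0.061, 0.090, 0.066 and 0.055 from limma, and F5 also missed the threshold without vehicle replicate 1 (0.070), vehicle replicate 2 (0.086) or T2DM replicate 2 (0.056).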

Consistent with the results of RNA-seq, the gene expression of App, F5, and Gas6 were significantly upregulated in the T2DM group, while expression of Fgg was significantly downregulated. We chose the most significant upregulated gene (App) and downregulated gene (Fgg), which were related to vasculature lesion and examined their protein level by ELISA and immunochemistry. 

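Among the 4 hub genes, App had the smallest limma p of the upregulated genes, 9.5e-05 against 0.00018 for Gas6 and 0.0020 for F5, and Fgg was the only one downregulated, with a p of 5.2e-05. Over all genes tested, App was at rank 57 of the upregulated genes by p and Fgg at rank 19 of the downregulated genes. The upregulated genes with smaller p values included the clock-driven transcription factor Tef, from 3.89 ± 0.65 to 21.2 ± 2.8 FPKM (SD, n = 3 per group), and the downregulated ones included Nfil3, a repressor of clock-driven genes, from 16.6 ± 1.3 to 4.61 ± 0.95 FPKM. Fgg was the more abundant of the pair in vehicle LGs, and after the fall it remained above App in T2DM LGs in mean FPKM. These ranks are over the deposited FPKM and include genes that are not related to vessels.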

The results were consistent with our former observations. In T2DM LG, which expressed low amounts of Fgg (Figures 7B,D), App was expressed at high levels and mainly located at lacrimal ducts, vessels, and acini (Figures 7A,C).

**Figure 6:**
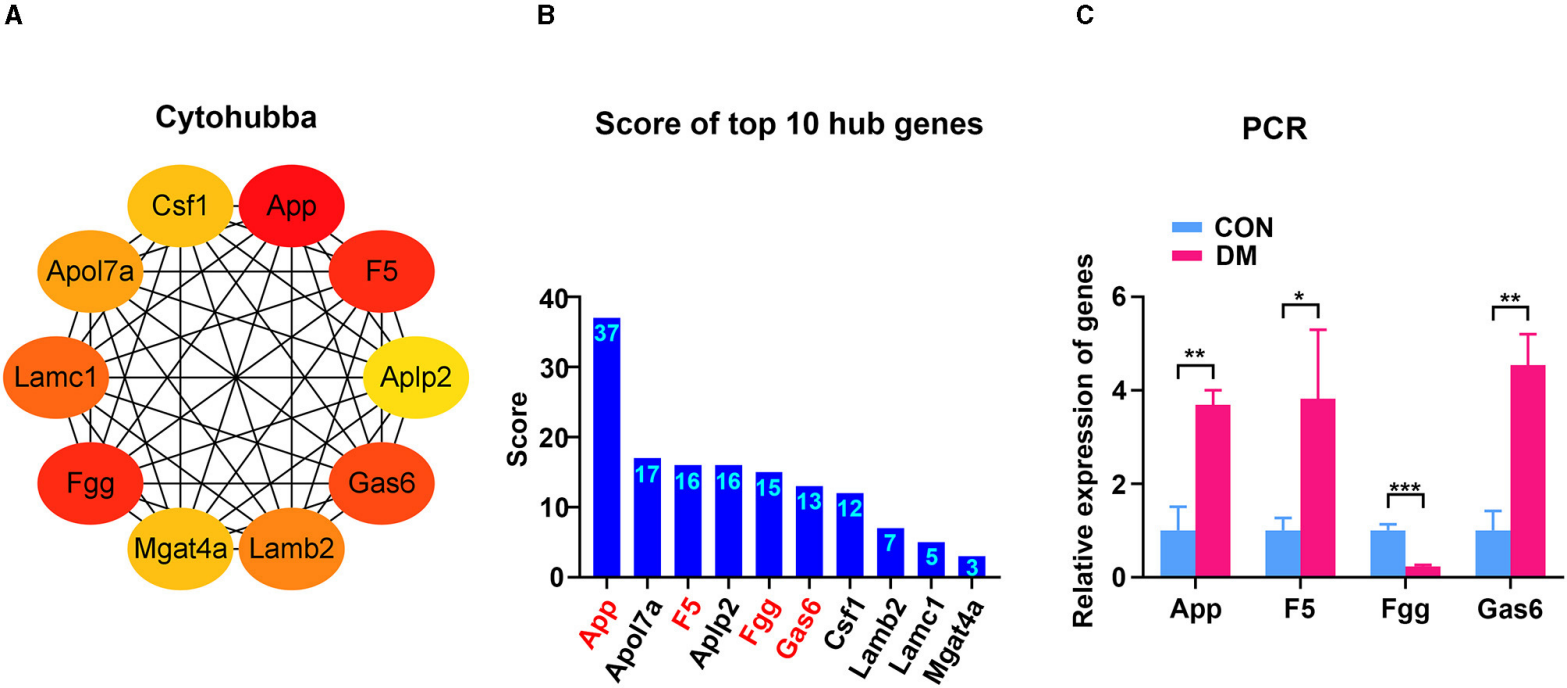
Identification and confirmation of the hub genes. **(A)** Ten hub genes were identified by cytoHubba. Four hub genes (App, F5, Fgg, and Gas6) were detected by both MCODE and cytoHubba. **(B)** The concrete scores of the hub genes. **(C)** Relative expression of the four hub genes above by PCR. *N* = 3/group. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001. MCODE, molecular complex detection; PCR, polymerase chain reaction.

**Figure 7:**
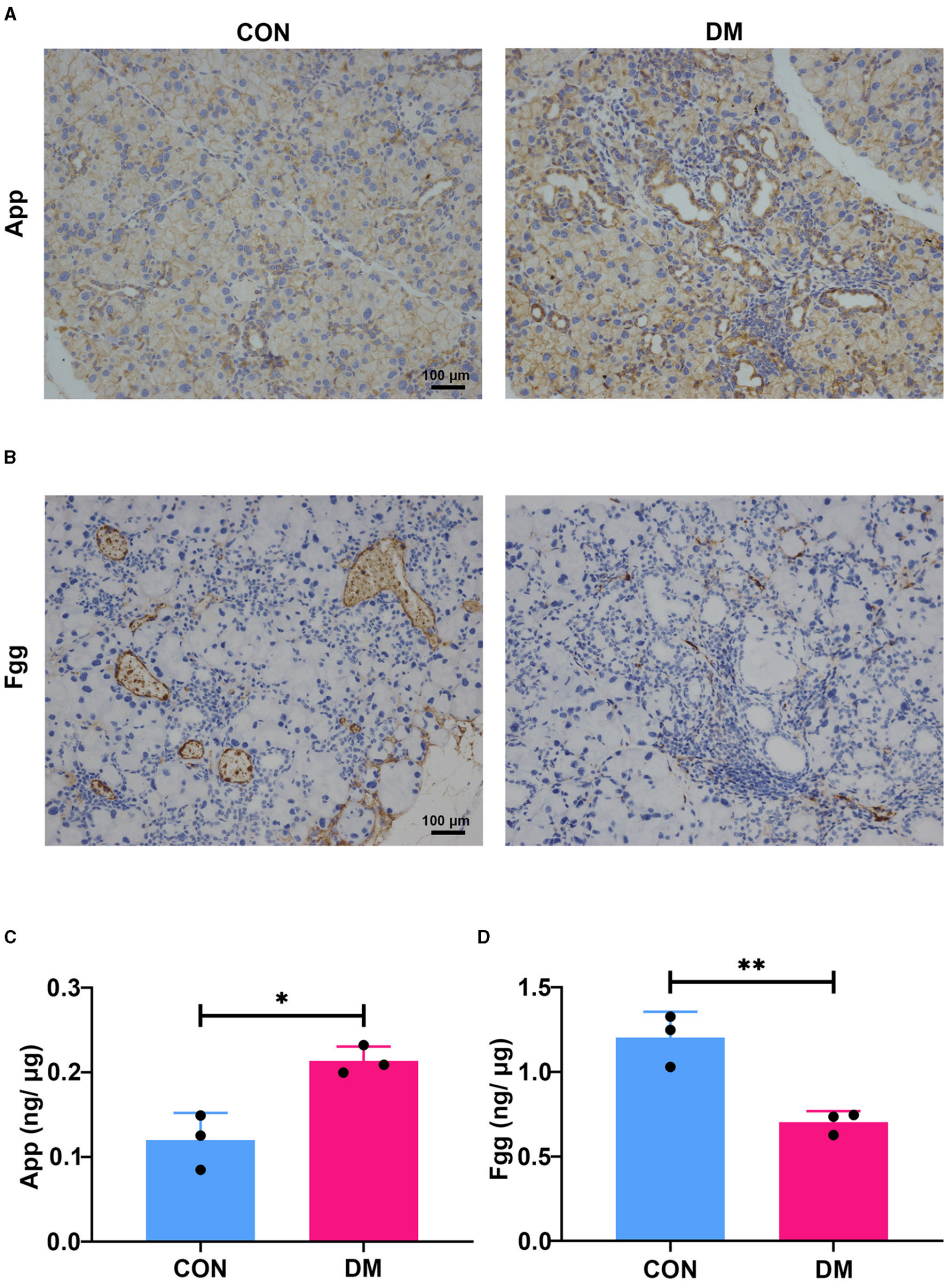
Expression of App and Fgg in diabetic lacrimal glands. **(A)** The representative images of immunochemistry staining for App in T2DM and vehicle LGs at 6-month diabetic period. The App was mainly expressed at ducts, vessels, and acini. The diabetes group showed obvious expression aggravation. Scale bar: 100 μm. **(B)** The representative images of immunochemistry staining for Fgg in T2DM and vehicle LGs at a 6-month diabetic period. Fgg was expressed in vessels and concentrated at a vascular endothelium. The diabetes group showed obvious expression reduction. Scale bar: 100 μm. **(C)** The protein level of App in diabetic and age-matched vehicle LGs by ELISA (*N* = 3/group). **(D)** The protein level of Fgg in diabetic and age-matched vehicle LGs by ELISA (*N* = 3/group). **(A–D)**, data are representative of three independent experiments (*n* = 3/group). C&D, Data were presented as the mean ± SEM. ^*^P < 0.05, ^**^P < 0.01. T2DM, type 2 diabetes; LG, lacrimal gland.

### GeneMANIA Analysis

To further investigate genes with shared properties and similar functions to the four hub genes identified above, and to display their interactive functional association network, GeneMANIA analysis was performed. The results revealed 20 kinds of molecules that most associated with the four hub genes. The functions of the hub genes and their associated molecules (such as Fgb, Fga, Pros1, Axl, F13b, Mertk, Gnao1, F2, and Tyro3) were primarily related to the regulation of coagulation and regulation of blood circulation (Figure 8A). 

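Of the 9 partners named with the hub genes, 1 was higher in T2DM LGs with all 6 libraries and 3 others were measured above the minimum level. Pros1, which encodes the anticoagulant protein S and is a ligand of the TAM receptors like Gas6, rose from 4.23 ± 0.68 to 6.31 ± 0.41 FPKM (SD, n = 3 per group), a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.040 from limma), and was at an adjusted p of 0.12 after scaling by the median of ratios. No partner passed when any 1 of the 6 libraries was left out. The TAM receptor genes did not pass. Axl was at 7.41 ± 1.95 and 11.6 ± 1.8 FPKM in the vehicle and T2DM groups (adjusted p = 0.072), Tyro3 at 4.97 ± 0.27 and 5.97 ± 0.63 FPKM (adjusted p = 0.17) and Mertk at 6.31 ± 0.82 and 5.28 ± 0.76 FPKM (adjusted p = 0.26). Adjusted over the list alone, 2 of these 4 genes were higher. The fibrinogen beta chain gene Fgb was at 0.314 ± 0.064 and 0.211 ± 0.066 FPKM, under the minimum of 0.5 FPKM for a test. Fga, F13b, Gnao1 and F2 were not analysed here.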

To observe the expression of all genes enriched in the circulation and coagulation-related BP, we extracted data from GO analysis. 

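Listed genes of coagulation and of vessel tone moved in both directions in T2DM LGs, with more rises than falls. Both lists were drawn up for the re-analysis and are not the GO term members that the paper counted. The counts here use limma's adjusted p, whereas the paper's GO analysis used genes selected by an unadjusted p and a fold change. They are therefore no recount of the paper's numbers. Of 24 measured genes of coagulation and fibrinolysis, 8 were higher and 1, Fgg, was lower by limma's adjusted p (10 and 1 when adjusted over the list alone). The thrombin receptor gene F2r rose from 2.77 ± 0.39 to 6.80 ± 1.74 FPKM (SD, n = 3 per group), and F2rl1, a protease-activated receptor for trypsin-like enzymes, from 1.96 ± 0.17 to 5.97 ± 1.63 FPKM. Of 38 genes of blood vessel tone and blood pressure, 16 were higher and 5 were lower (18 and 5 when adjusted over the list alone). Ptgs1, the cyclooxygenase that starts prostaglandin synthesis, rose from 0.423 ± 0.038 to 1.31 ± 0.23 FPKM. The 5 lower genes were Cacna1b, Cbs, Cth, Tacr3 and Adora2b. The calcium channel gene Cacna1b fell from 1.40 ± 0.35 to 0.145 ± 0.186 FPKM, and Cbs, which makes cystathionine and hydrogen sulfide, fell from 1.60 ± 0.40 to 0.389 ± 0.116 FPKM. Cth, Tacr3 and Adora2b were named after their values were seen. After scaling by the median of ratios, 5 coagulation genes were higher and 1 lower, and 11 vessel tone genes were higher and 5 lower. No gene of either group passed without vehicle replicate 3, and without vehicle replicate 1 or 2, 2 or 3 coagulation genes and 3 or 3 vessel tone genes were higher. With T2DM replicate 1, 2 or 3 left out, 5, 4 or 7 coagulation genes and 7, 8 or 13 vessel tone genes were. By camera with the preset correlation, the adjusted p was 0.66 for coagulation and 0.28 for vessel tone, and after this scaling it was 0.19 and 0.012, with vessel tone higher. With an estimated correlation on the deposited scale neither passed (0.93 and 0.79).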

The results showed that 44 genes were upregulated and 8 genes were downregulated in the circulation-related process (Figure 8B), while 12 genes were upregulated and 2 genes were downregulated in the coagulation-related process (Figure 8C).

**Figure 8:**
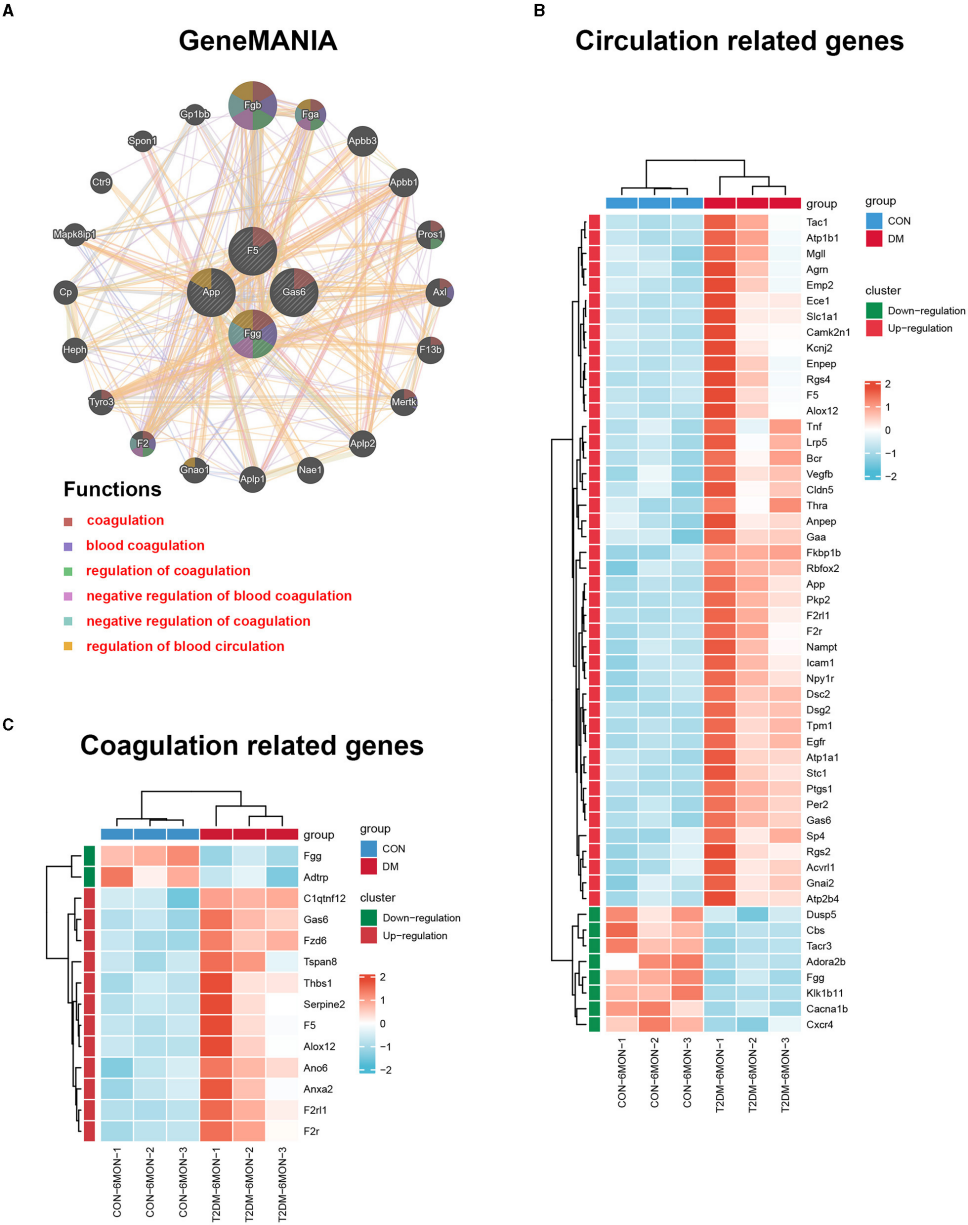
GeneMANIA analysis and the expression heatmaps of the functionally related genes. **(A)** GeneMANIA analysis was performed to find genes with shared properties and similar functions to the four hub genes above and the interactive functional association network. Interactive functional association networks showed a connection with the regulation of coagulation and circulation. **(B)** The differential expression of circulation-related genes in T2DM and control groups. **(C)** The differential expression of coagulation-related genes in T2DM and control groups. The data were transferred to the Z-score of FPKM by each row and clustered based on the Euclidean distance (*n* = 3/group).

### CMap Analysis

To search for potential small molecular compounds to reverse altered expression of DEGs, CMap analysis was performed. The most three significant small molecular compounds were Thapsigargin, Tanespimycin, and Lomustine (Table 3). Among the potential small molecular compounds, 5/20 (25%) compounds were related to the treatment of the diabetic vascular disorder, including Disulfiram, Bumetanide, Ambroxol, Chenodeoxycholic acid (CDCA), and genistein.

**Table 3:** List of the 20 most significant small molecular compounds provided by connectivity map (CMap) analysis to reverse altered expression of differentially expressed genes (DEGs) in cell lines.

**CMap name**	**Mean**	**Enrichment**	***P***	**Percent non-null**	**Structure**
Thapsigargin	−0.841	−0.989	<0.00001	100	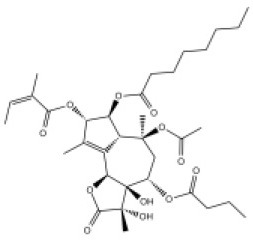
Tanespimycin	−0.228	−0.382	<0.00001	59	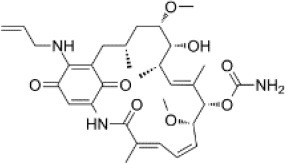
Lomustine	−0.672	−0.903	0.00016	100	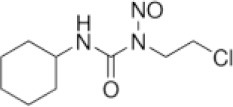
Disulfiram	−0.626	−0.838	0.0003	100	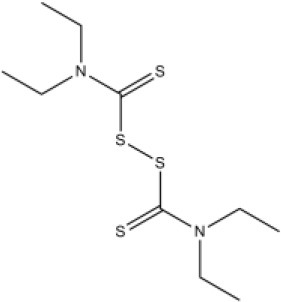
Meclocycline	−0.558	−0.874	0.00054	100	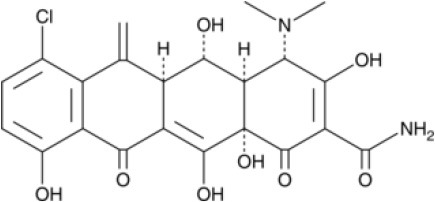
Diethylstilbestrol	−0.564	−0.728	0.00075	83	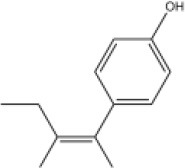
Semustine	−0.639	−0.83	0.00157	100	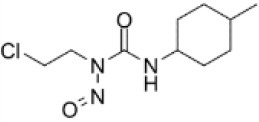
Lanatoside C	−0.48	−0.704	0.00157	83	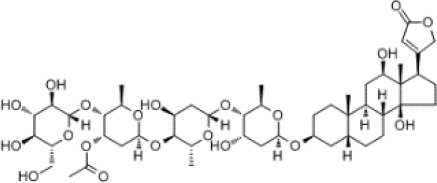
Metrizamide	−0.528	−0.815	0.00211	100	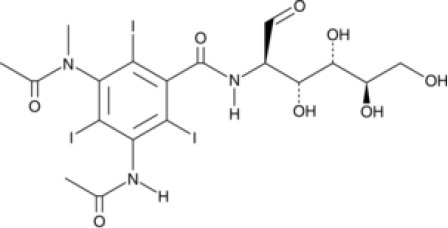
Bumetanide	−0.459	−0.809	0.00259	100	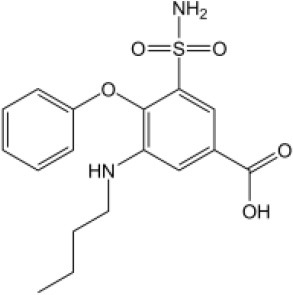
Geldanamycin	−0.3	−0.454	0.00268	66	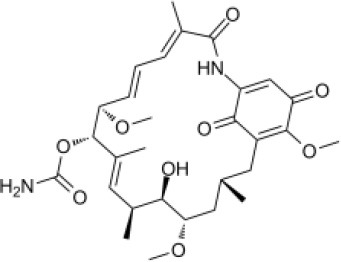
Ambroxol	−0.642	−0.803	0.00292	100	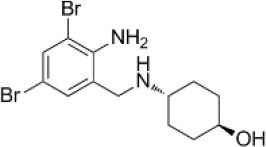
Trimethobenzamide	−0.312	−0.729	0.00308	60	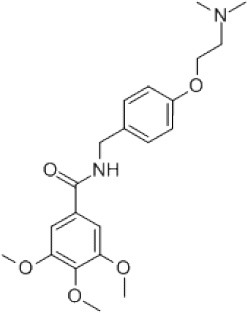
Chenodeoxycholic Acid	−0.564	−0.8	0.0031	100	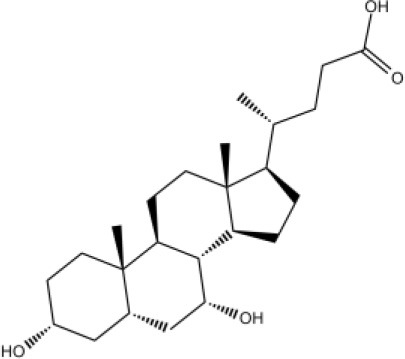
Pilocarpine	−0.547	−0.798	0.00332	100	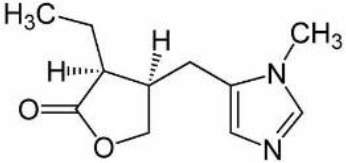
Genistein	−0.194	−0.421	0.00332	52	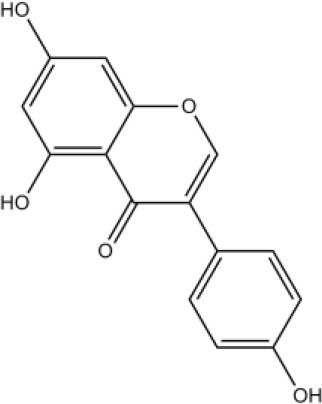
Cobalt Chloride	−0.528	−0.857	0.00575	100	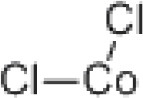
Anisomycin	−0.56	−0.758	0.0071	75	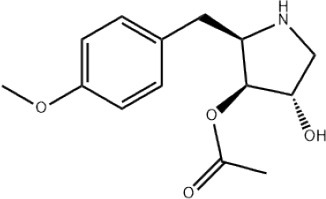
Estrone	−0.444	−0.752	0.00764	75	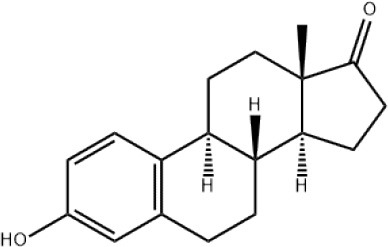
Theobromine	−0.452	−0.724	0.0118	75	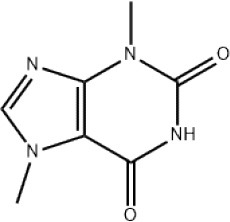

## Discussions

Although the morbidity of diabetes-related complications has reduced over the past decades, patients with diabetes still have a significantly increased risk for vascular complications as compared with individuals without diabetes (Low Wang et al., 2016; Ling et al., 2020). In this study, we explored whether vasculature dysfunction is involved in the lacrimal lesion to induce DE in type 2 diabetes by targeting vascular-related genes. Collectively, our study demonstrated that four critical genes and unbalanced circulation and coagulation signaling pathways were associated with lacrimal vasculature dysfunction in T2DM DE by bioinformatic methods.

Dry eye is one of the major complications of DM on the ocular surface, which is closely linked with lacrimal lesions (Shih et al., 2017; Jiao et al., 2020; Qu et al., 2021). Diabetic angiopathy (DA) is another common and severe complication of DM and is characterized by high morbidity, early-onset, and rapid progression (Packer, 2018). In diabetes, there is also impaired collateralization of vascular ischemic beds (Fadini et al., 2005), but phenotypes and mechanisms that involved lacrimal vasculature dysregulation in diabetes remain elusive. In this study, we evaluated the morphology and hemodynamics of LGs in patients with T2DM by CDFI. As a non-invasive imaging technique without radiations or high magnetic field exposure, CDFI can be used to measure the lacrimal morphology and hemodynamics (Lecler et al., 2017). We found that patients with diabetes exhibited prominently lacrimal atrophy in all dimensions along with RI and PI parameters elevation. RI and PI are vital parameters for characterizing the arterial waveform and vascular resistance (Halpern et al., 1998; Bude and Rubin, 1999; Grenier et al., 2001; Heine et al., 2005). Increased vascular resistance along with tissue atrophy in diabetes indicated the occurrence of the hypoxia-ischemic syndrome in the tissue endings (Liu et al., 2017; Nilsson et al., 2020), which is a common mechanism of diabetic vascular complications (Fadini et al., 2010; Mudaliar et al., 2021).

To further explore the mechanism of vascular complication in T2DM LG, we established the T2DM mice model by STZ+HDF treatments (a mice model progressively developed T2DM, which mimicked that seen in patients with diabetes, as opposed to genetic models that rapidly develop T2DM spontaneously) (Kleinert et al., 2018) and affirmed the appearance of diabetic DE phenotype. Consistent with patients with T2DM, we found lacrimal atrophy and vasculature lesion with sparse vascular distribution in T2DM mice as compared with the healthy counterparts. Even though we did not assess the vascular resistance parameters on the mice model, the sparse vasculature distribution may also represent a peripheral blood supply decrease and indicate an ischemia-like phenotype (Yagihashi et al., 2011). Indeed, patients with DM and a prior ischemic vascular event are at an especially high risk of recurrent events (Mann et al., 2018; Verma et al., 2018; Rawshani et al., 2019). Depending on the severity, ischemia and ischemia/reperfusion injury (IRI) may lead to ischemic necrosis, which further leads to progressive injury, fibrosis, and atrophy irreversibly (Holderied et al., 2020). This partly explains why the vasculature changes in the LGs of diabetes are accompanied by tissue and acinus atrophy. However, the exact mechanism of lacrimal ischemia in type 2 diabetes remains elusive.

With further RNA-seq analysis, 846 DEGs were found between LGs from T2DM mice and vehicles. Functional enrichment analysis showed upregulation of immune system process, cell death, apoptosis process, blood circulation and downregulation of blood vessel diameter, secretion, response to nutrient, glucose metabolic process, and lipid metabolic process. All these terms were consistent with the phenotypes as seen in patients with T2DM and mice model, including inflammatory cell infiltration, tissue atrophy, abnormality of vascular distribution, high vascular resistance, tear secretion deficiency, high glucose levels, and so on. Most of these phenotypes were also seen in the mice model of T1DM (Jiao et al., 2020; Qu et al., 2021). To further explore the mechanism on lacrimal ischemia in T2DM, PPI network, MCODE, and cytoHubba analyses were applied as their function of finding the core module and hub genes among all the DEGs. We thus found four hub genes (App, F5, Fgg, and Gas6) that were closely related to vascular regulation and diabetes. Meakin Paul J reported that elevated App was linked with vascular disease development in obesity and diabetes (Meakin et al., 2020). Lodigiani C et al. revealed that there were connections between the F5 gene variant, diabetes and atherothrombosis and other vascular complications (Lodigiani et al., 2009). Activated protein C (APC) resistance is associated with the F5 Leiden mutation, and it is the most common risk factor for venous thrombosis. Omarova F revealed that Fgg can increase plasma APC sensitivity and reduction of Fgg might decrease the basis for pharmacologic interventions to counteract APC resistance (Omarova et al., 2014). Lee CH reported that the plasma protein growth arrest-specific 6 (Gas6) is important to the inflammatory process and involved in the development of diabetic renal and vascular complications (Lee et al., 2012). Up to now, there is still no report on the correlation between the genes of App, F5, Fgg, and Gas6 with diabetic lacrimal lesions. The GeneMANIA further revealed that the functions of the four hub genes above and their associated molecules (such as Fgb, Fga, Pros1, Axl, F13b, Mertk, Gnao1, F2, and Tyro3) were primarily related to the regulation of circulation and coagulation. In addition, we found that 44 genes were upregulated in the circulation-related BP and 12 genes were upregulated in the coagulation-related BP. This is interesting for these two BPs are both connected with ischemia lesions (Dong et al., 2019; Wilbs et al., 2020). Activation of coagulation factors is a driving force of IRI in acute stroke (Stoll and Nieswandt, 2019). To counterpart this trend, angiogenesis and other pathways to promote blood circulation are required for tissue remodeling/repair following ischemia (Meng et al., 2018).

In the present study, we found several potential small molecular compounds to reverse the altered expression of the DEGs, which might improve lacrimal lesions and vasculature dysfunction in T2DM. It was reported that the therapy of an ophthalmic *in situ* gel formulation incorporating disulfiram (DIS) nanoparticles (Dis-NPs/ISG) might contribute to restore retinal dysfunction in diabetic retinopathy (DR), a diabetic vascular lesion (Deguchi et al., 2020). Bumetanide also has been demonstrated to play an important role in antidiabetic activity with low *in vitro* cell toxicity through antiinflammatory effects (Navas et al., 2020) and can reduce diabetic vascular dysfunction by suppression of angiogenesis (Topper et al., 1997; Guzel et al., 2020). Ambroxol can significantly inhibit proinflammatory cytokines, reduce lung inflammation, and accelerate recovery by reducing vascular permeability in acute lung injury (Su et al., 2004). However, whether ambroxol could improve diabetic vasculopathy remains unclear. CDCA was reported to promote eNOS phosphorylation and NO production that contributes to its vasorelaxant effect (Wang et al., 2017). Babu PV reported that genistein can improve diabetes-caused vascular inflammation by suppressing diabetes-induced adhesion of monocytes to endothelial cells and endothelial secretion of adhesion molecules (Babu et al., 2012). However, the other small molecular compounds have not been reported to have the function to reverse vasculature dysfunction or diabetes. The CMap data set uses cellular responses to mostly Food and Drug Administration (FDA) approved drugs to find relationships between small molecules, genes, and diseases (“connectivity mapping”), despite the need for further research of drugs application (Kohonen et al., 2017). All these small molecular compounds could be explored as novel therapeutic targets to treat vasculature dysfunction, diabetes, and related metabolic diseases.

Overall, we may conclude that upregulation of App, F5, Gas6, and downregulation of Fgg may induce vasculature dysfunction in T2DM by modulating the regulation of circulation and coagulation pathways. Our results provide important novel information to further understand the effects of vasculature dysfunction in T2DM LG lesions and predict the potential therapeutic molecular compounds to reverse the gene expression in the disease. However, further work needs to address which of these possibilities targets and medications apply and whether they all act in unison.

## Data Availability Statement

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding author/s. All RNA-seq data presented in this study are deposited in the Gene Expression Omnibus under the accession number GSE179231.

## Ethics Statement

The studies involving human participants were reviewed and approved by Ethics Committee of Qingdao Eye Hospital. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Experimental Animal Ethics Committee of Shandong first medical University.

## Author Contributions

JX, BZ, MD, MZ, and HW collected and analyzed the data. JX, BZ, and SD wrote the manuscript. DL, LX, JX, SD, BZ, QZ, and YD designed the research. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

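Lacrimal glands of 3 T2DM and 3 vehicle samples were compared by RNA-seq. The deposited table holds gene-level FPKM, which the authors computed from StringTie estimates with Ballgown after trimming with cutadapt and alignment with HISAT2 to GRCm38. The authors state no further scaling between libraries. FPKM divides the fragments of a gene by its length and by the mapped fragments of the library, so a change in a few very abundant genes shifts the FPKM of all others. The table holds 12491 protein-coding genes, of which 356 have a mean under 0.5 FPKM in both groups and 10 are listed at 0 in all 6 libraries. For 12 gene symbols the table has 2 rows each, and these 24 rows were kept apart by their gene ID. In the copy used here, 1 line of the table was empty.

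Samples were grouped by the labels and the paper. The design, fixed before the deposited table was examined, expected counts, in which case a count test would have been the main one. For the case that the table held FPKM it named limma on log2(FPKM + 1), without stating a filter or a mean-variance trend. A first fit without a filter called 1165 genes higher and 198 lower. After these counts were seen, the filter of the paper, a mean of at least 0.5 FPKM in one group, was put into the main test, which covers 12135 genes (R 4.3.3, limma 3.58.1, empirical Bayes with a mean-variance trend, a pseudocount of 1, no covariate and Benjamini-Hochberg adjustment). A log2 fold change is the difference of group means of log2(FPKM + 1), whereas means and SDs are of FPKM. The thresholds of the paper were an unadjusted p of 0.05, a fold change of 1.5 and a mean of at least 0.5 FPKM in one group, and the fold was taken on the log2(FPKM + 1) scale. This definition was settled on after 4 combinations of fold and test had been compared with the paper's counts and after the order of Table S4 was seen to follow the log scale, so the closeness of these counts to the paper's is not independent of that choice. Simulated libraries used the vehicle means and limma's moderated variances of the real genes, with 200 of 12135 genes changed, none of them low. In these, limma recovered 50.7% of genes changed 1.5-fold, 95.5% of those changed 2-fold and 100% of those changed 4-fold, and 7 of its 171 calls were false. The simulation shares limma's assumptions and has no correlation between genes and no shift between libraries. These rates may therefore not hold for the real libraries.

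For the themes of the paper, other cell types and conditions of the gland, 50 gene lists were fixed before the deposited table was examined. Part of Table S3 and the gene names of Table S4 had been seen by then, so the lists are not blind to these libraries. Of the 50 lists, 48 had at least 3 tested members. Counts of members past the test are given over all genes and adjusted over the list alone. The lists were also tested with camera on log2(FPKM + 1), two-sided, with a preset correlation of 0.01 and with an estimated correlation. The enrichment analysis of the paper was not repeated. Genes named in the text are the genes the paper names from RNA-seq and Pecam1, the 12 largest rises and 12 largest falls among genes past the adjusted p whose T2DM libraries all lay beyond all vehicle libraries and whose mean was at least 1 FPKM in one group, and up to 4 members of each list with the smallest p. Others are marked as named after their values were seen. When this rule was written, part of Table S3 and the gene names of Table S4 had been seen.

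Exon lengths and transcript numbers came from GENCODE M21. They served to estimate the share of reads per gene family and, with the counts of Table S3, the total count of each library. Of the 1519 shared genes, the 642 above 5 FPKM in every library gave the relative depth. Among these, 41 genes with a single transcript gave the totals. At an estimated 29400000 to 37100000 counts per library, the relative depth was 1.15 ± 0.13 in the vehicle and 1.03 ± 0.05 in the T2DM group (SD, n = 3 per group, two-sided exact permutation p = 0.3). Counting intervals of single genes were not computed, and errors are SDs between 3 libraries. Alternatives were other filters, pseudocounts, tests and scalings, a replicate block and the removal of each library in turn. Several alternatives planned for counts were adapted to FPKM, and the count-based tests were not run because the deposited values are FPKM. The human samples of the paper and the PCR, ELISA and imaging data were not analysed here, apart from the paper's PCR means.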

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

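The gene groups below were listed before the deposited table was examined, with the gene names of Table S4 and part of Table S3 already seen. Of 11 clock genes that peak with Dbp and 16 duct markers, 10 and 13 are among the genes of Table S4. The tests of both clock explanations were chosen only after the result was seen. The tests on the duct markers were written before the medians of the group were seen, but after single genes such as Clu had been seen to rise. Which groups count as not discussed by the paper was also settled after the group results were seen.

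The paper does not discuss the circadian clock. Of 11 tested clock genes that peak with Dbp, 10 were higher in all T2DM libraries and in the test over all genes, with a median log2 fold change of 1.31, and none was lower (10 when adjusted over the list alone). Without vehicle replicate 3, 5 were higher. Of 5 genes in antiphase, 2 were lower, Arntl and Nfil3, and none was higher (5 lower when adjusted over the list alone). Arntl, a core activator of the clock, fell from 3.53 ± 0.49 to 0.799 ± 0.185 FPKM and Per3, a clock repressor, rose from 1.64 ± 0.28 to 6.94 ± 1.63 FPKM (SD, n = 3 per group). By camera the groups were at adjusted p values of 3.6e-09 and 1.5e-08, and at an adjusted p = 0.50 and an adjusted p = 0.14 with an estimated correlation.

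Scaling between libraries is argued against, since 3 antiphase genes were lower past the adjusted p after scaling by the median of ratios, while 10 of the Dbp group were higher. What stays open is a different clock phase at collection. The medians of the Dbp group and the antiphase group differed by 1.72 on the log2 scale, which a different time of day, a different feeding state or a shift of the clock by diabetes would each give. These cannot be told apart, because the sources used here give no collection time and each would follow the groups. A shifted phase may therefore be either a condition of sampling or an effect of the T2DM model, diet included, as a hypothesis.

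Duct markers, with a median log2 fold change of 1.25, lay above every vehicle library in all T2DM libraries. A lower share of acinar cells would raise the markers of every other cell type alike, but the median of the duct markers exceeded that of the endothelial markers by 1.13 (95% bootstrap interval over members 0.81 to 1.43). The interval treats genes as independent, though the duct markers moved together (estimated correlation 0.65), and leaves out the spread between libraries. In the T2DM libraries the duct medians lay from 0.825 to 1.70 and the endothelial medians from -0.045 to 0.284. Several endothelial markers were low, and log2(FPKM + 1) understates their change. Erg went from 0.319 to 0.812 FPKM, a ratio of 2.54 but a log2 fold change of 0.44. Pecam1, at 2.18 and 2.28 FPKM, had a ratio of 1.05. Part of the gap may come from this scale, which was not tested. The gap is on the side against a lower acinar share as the only change but does not decide on it. Joined with the sparser vessels that the paper saw by CD31 staining, a lower acinar share is not excluded. T2DM replicate 1 as the only cause is argued against, since without it the median of the duct markers was 0.98. An increase of duct cells or of duct gene expression stays open and was not tested.

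Myoepithelial and basal cell markers had a median log2 fold change of 0.47, with 5 of 12 higher and none lower (9 higher when adjusted over the list alone), for example Itgb4, an integrin of hemidesmosomes, from 5.90 ± 0.41 to 12.2 ± 2.4 FPKM. Genes of tight junctions and epithelial polarity had a median log2 fold change of 0.59, with 14 of 22 higher and none lower (17 higher when adjusted over the list alone), for example the desmosome gene Dsg2, from 8.69 ± 0.34 to 17.2 ± 2.7 FPKM. By camera they were at adjusted p values of 0.0062 and 7.6e-06, and at an adjusted p = 0.62 and an adjusted p = 0.53 with an estimated correlation. Their medians stood above every vehicle library in all T2DM libraries. Without vehicle replicate 3 no gene of either group passed, and without vehicle replicate 2, 2 of each did. Leaving out vehicle replicate 1 or T2DM replicate 1, 1 or 1 myoepithelial and 9 or 8 junction genes did. Scaled by the median of ratios, 3 myoepithelial and 11 junction genes were higher.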

How the results depend on the processing

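The filters on FPKM in every library, the pseudocount of 0.1 with limma, the fits without the trend and with sample weights, the other scalings (except that to reads outside the secretoglobin and ESP families), the other fold definitions and the other splits of the libraries were chosen after seeing the data. The linear models, the fit without a filter, the scaling outside these families, the block and the removal of libraries were planned for counts and adapted to FPKM. The other count-based alternatives planned were not run, since FPKM are no counts, and a restriction to protein-coding genes would have changed nothing.

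For 1271 genes higher and 206 lower at limma's adjusted p, the counts were 498 and 431 after scaling by the median of ratios, 537 and 420 by the upper quartile, 584 and 294 to reads outside the families, 450 and 410 after quantile normalization and 3470 and 104 with FPKM scaled to an equal sum in each library. The cause of these splits is weighed with the other observations. A per-gene linear model without moderation called 0 and 0 (2960 and 488 at an unadjusted p, smallest adjusted p 0.052), and 3 and 3 with a pseudocount of 0.1. Without moderation the spread of each gene rests on its own 6 values. On the simulated libraries the linear model still made 95 calls against 171 of limma, and why it made 0 here was not tested. Other filters, the pseudocount of 0.1, no trend or sample weights kept both counts within 1.5 times. Leaving out 1 library gave 25 to 885 higher and 16 to 130 lower, with fewer libraries in each fit.

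At the paper's thresholds, 881 and 145 in limma became 1622 and 243 with a pseudocount of 0.1, 486 and 263 by the median of ratios, 491 and 257 by the upper quartile, 423 and 267 by quantile normalization and 2418 higher with equal sums. The fold was defined in 2 ways, over 4 combinations with a test. As the ratio of mean FPKM it gave 1700 and 257 with limma's p, 1327 and 188 with the linear model's p and 1178 and 189 with a linear model on FPKM without log. The log2(FPKM + 1) scale, which understates the fold of low genes, was taken up after these counts were seen. Without 1 library the counts were 568 to 1079 and 145 to 174.

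App, F5, Gas6 and Fgg kept their direction in all settings. In the linear model their log2 fold changes were 1.01, 1.14, 0.79 and -1.21 with adjusted p values of 0.094, 0.14, 0.094 and 0.094, and with a pseudocount of 0.1 they were 1.06, 1.16, 0.83 and -1.21, none past the adjusted p. F5 was at 0.96 by the median of ratios (adjusted p = 0.051 from limma). Without 1 library, App ranged from 0.89 to 1.14 (5 of 6 past limma's adjusted p), F5 from 0.83 to 1.37 (2 of 6), Gas6 from 0.69 to 0.86 (5 of 6) and Fgg from -1.37 to -1.09 (5 of 6).

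By camera 24 of 48 gene groups passed, and 0 with an estimated correlation (5 at an unadjusted p). The other settings gave 25 to 32. Splitting the 6 libraries in another way gave at most 1 gene past limma's adjusted p against 1477 and at most 116 against 1026 at the paper's thresholds. For these counts 10 splits are too few for a share under 0.05. Every other split also mixes the groups, which puts their difference into the spread within each side and lowers the calls. The low counts are therefore no measure of chance. By camera with the preset correlation another split gave 25 groups against 24, so that count does not set the real grouping apart.

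The sources used here do not say that replicate numbers mark shared animals or days, and the deviations of same-numbered libraries correlated at 0.032, 0.016 and -0.002 over genes. With the replicate number as a block, 551 genes were higher and 98 lower, and vehicle replicate 3 correlated best with T2DM replicate 2 (0.035). Of 99 other named genes, 78 lost their call without vehicle replicate 3. Pecam1, at 0.05, was at -0.076 by the median of ratios, -0.073 by the upper quartile, -0.030 outside the families, -0.15 by quantile normalization and 0.24 by equal sums. Without 1 library it ranged from -0.035 to 0.149, and it was below 0 without vehicle replicate 1 or T2DM replicate 3. The cause was not tested. Depth was estimated through Table S3 only, and counting error was not separated from the spread between libraries.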

Differences from the paper's values

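With limma on log2(FPKM + 1) of all 6 libraries as deposited, none of the counts at the paper's thresholds differed from the paper's by more than 1.5 times. The paper's counts are 732 higher, 114 lower and 846 in all, and limma gave 881, 145 and 1026. Of the alternatives set before the deposited table was examined, the per-gene linear model on log2(FPKM + 1) gave 732 and 114, the genes of the paper's Table S4. The fold scale behind all of these counts was chosen after seeing the values, among 4 combinations of fold and test, and drops none of the paper's genes in the linear model. With the fold as the ratio of mean FPKM, chosen after seeing the data as well, the counts were 1700 and 257 with limma's p, 1327 and 188 with the linear model's p and 1178 and 189 with a linear model on FPKM without log, all over 1.5 times the paper's. The linear model with a pseudocount of 0.1 gave 1268 and 177, 1445 in all, scaling to reads outside the secretoglobin and ESP families gave 205 lower, and leaving out vehicle replicate 1 gave 174 lower, each over 1.5 times the paper's. Scaling by the median of ratios, chosen after seeing the data, gave 486 and 263. Other settings chosen then were quantile normalization with 423 and 267, the upper quartile with 257 lower, limma with a pseudocount of 0.1 with 1622 and 243, and equal sums with 2418 higher, and all of these counts were more than 1.5 times apart from the paper's.

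The paper states that CD31 transcripts were lower in T2DM LGs by PCR. The paper's PCR means were 1.74 ± 0.23 in the control and 0.937 ± 0.073 in the T2DM group (SD, n = 3 per group), and in the deposited RNA-seq Pecam1 was at 2.18 ± 0.42 and 2.28 ± 0.30 FPKM (log2 fold change 0.05, adjusted p = 0.81 from limma), and below 0 after 4 of 5 scalings. For the hub genes the paper's PCR ratios were 3.69 for App, 3.82 for F5, 4.54 for Gas6 and 0.226 for Fgg, in the directions of the RNA-seq.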

Other observations

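The tests of T2DM replicate 1 and of scaling by the median of ratios on the split of calls were chosen only after the result was seen, and the test of the gene families before it.

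More genes were higher than lower in T2DM LGs, 86.1% of the calls at limma's adjusted p. T2DM replicate 1 as the only cause is argued against, since 78.1% of the calls were higher without it. Leaving out vehicle replicate 3 gave 25 higher and 16 lower adjusted calls, and 845 higher and 154 lower calls at the paper's thresholds. A smaller share of reads in the secretoglobin and ESP families is a candidate explanation for part of the shift, because scaling to the reads outside them removed 54.9% of the median log2 shift of all genes. Scaling between libraries and a real rise of many genes cannot be told apart, because scaling by the median of ratios sets the median change near 0 (0.0203) and with it the balance of the calls. After it, 53.6% of the adjusted calls and 64.9% of the calls at the paper's thresholds were higher, which decides nothing on either.

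The 1271 higher genes included all 498 that were higher after scaling by the median of ratios, and 203 of the 206 lower genes were lower after it. On the deposited scale the libraries of the groups did not overlap for 4096 genes with T2DM above and 740 with T2DM below, 39.9% of the genes. A single gene would separate the groups by chance at a rate of 10%. Genes move together and the median shift of all genes favors T2DM above, so the share was not tested against this rate.

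Replication-dependent histone genes, whose mRNAs mostly lack poly(A) tails, were lower in part. Of 36, 10 were lower and none was higher (17 lower when adjusted over the list alone), with a median log2 fold change of -0.39, which was below 0 under all 5 scalings, and without vehicle replicate 3, 1 was lower and 1 was higher. By the median of ratios, 12 were lower. Hist2h3c2 fell from 13.2 ± 0.5 to 5.19 ± 0.32 FPKM (SD, n = 3 per group). Reads of these genes can be shared between copies. Of 5 erythroid genes, 3 were lower, Hba-a1, Hba-a2 and Hbb-bs (4 when adjusted over the list alone), with a median of -0.65 that was below 0 under all 5 scalings, and none passed with 1 library left out, except the 3 without T2DM replicate 1.

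Of 21 genes of amino acid synthesis and transport, 6 were lower (7 when adjusted over the list alone), such as the transporter Slc7a5, from 98.9 ± 8.6 to 61.2 ± 3.2 FPKM, and of 15 genes of branched-chain amino acid and ketone catabolism 5 were lower (6 when adjusted over the list alone), such as Ivd, from 25.0 ± 4.0 to 12.7 ± 2.5 FPKM. The median of the catabolism genes was -0.18, and from -0.37 to 0.0062 under 5 other scalings, above 0 in 1 of them. Of 23 genes of fatty acid oxidation, 10 were higher (10 when adjusted over the list alone), such as Acsl1, from 5.59 ± 1.02 to 13.9 ± 2.9 FPKM, and of 24 genes of oxidative stress 7 were higher (9 when adjusted over the list alone), such as Gsta4, from 5.58 ± 0.78 to 15.2 ± 4.8 FPKM. Of 3 cold-inducible genes, Cirbp and Rbm3 were higher (2 when adjusted over the list alone), and Cirbp rose from 8.72 ± 3.22 to 18.2 ± 1.1 FPKM. Without vehicle replicate 3, no gene of these 5 groups passed, and without vehicle replicate 1, vehicle replicate 2 or T2DM replicate 1, 3, 2 or 4 amino acid synthesis and 1, 0 or 1 catabolism genes were lower, and 5, 2 or 2 oxidation, 5, 1 or 4 oxidative stress and 2, 1 or 1 cold-inducible genes were higher. Scaled by the median of ratios, 10 amino acid synthesis and 7 catabolism genes were lower, and 6 oxidation, 5 oxidative stress and 2 cold-inducible genes were higher.

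Of 7 tested salivary gland markers, 1 was lower, the kallikrein Klk1b11, from 21.9 ± 2.4 to 9.79 ± 0.31 FPKM, whose reads can be shared with its copies. Amy1 and Prh1 were at 365.1 and 107.7 FPKM in vehicle replicate 1 against 1.40 and 0.135 in vehicle replicate 2. Values of Amy1 and Prh1, named after they were seen, therefore depend on 1 library. Among the groups named for this gland, 1 exocrine gland-secreted peptide gene was higher, Esp4, from 273.5 ± 52.9 to 434.2 ± 22.0 FPKM, and 4 were lower. By the median of ratios, Esp4 was at an adjusted p of 0.054 from limma and 5 of the family were lower. Leaving out vehicle replicate 1, 1 was higher and 1 lower, without vehicle replicate 2 or T2DM replicate 1 none was higher and 2 were lower, and none passed without vehicle replicate 3. Gapdh, often used as a reference and named after its values were seen, was at 12.3 ± 1.9 and 19.3 ± 4.3 FPKM (adjusted p = 0.055 from limma). Actb, likewise named afterwards, was at 159.6 ± 34.2 and 172.5 ± 20.8 FPKM (adjusted p = 0.62 from limma). The paper's methods name beta-actin as the internal control of the PCR, whereas its primer list gives GAPDH.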
